# The Prostaglandin E_2_-EP3 Receptor Axis Regulates *Anaplasma phagocytophilum*-Mediated NLRC4 Inflammasome Activation

**DOI:** 10.1371/journal.ppat.1005803

**Published:** 2016-08-02

**Authors:** Xiaowei Wang, Dana K. Shaw, Holly L. Hammond, Fayyaz S. Sutterwala, Manira Rayamajhi, Kari Ann Shirey, Darren J. Perkins, Joseph V. Bonventre, Thangam S. Velayutham, Sean M. Evans, Kyle G. Rodino, Lauren VieBrock, Karen M. Scanlon, Nicholas H. Carbonetti, Jason A. Carlyon, Edward A. Miao, Jere W. McBride, Michail Kotsyfakis, Joao H. F. Pedra

## Abstract

Rickettsial agents are sensed by pattern recognition receptors but lack pathogen-associated molecular patterns commonly observed in facultative intracellular bacteria. Due to these molecular features, the order *Rickettsiales* can be used to uncover broader principles of bacterial immunity. Here, we used the bacterium *Anaplasma phagocytophilum*, the agent of human granulocytic anaplasmosis, to reveal a novel microbial surveillance system. Mechanistically, we discovered that upon *A*. *phagocytophilum* infection, cytosolic phospholipase A_2_ cleaves arachidonic acid from phospholipids, which is converted to the eicosanoid prostaglandin E_2_ (PGE_2_) via cyclooxygenase 2 (COX2) and the membrane associated prostaglandin E synthase-1 (mPGES-1). PGE_2_-EP3 receptor signaling leads to activation of the NLRC4 inflammasome and secretion of interleukin (IL)-1β and IL-18. Importantly, the receptor-interacting serine/threonine-protein kinase 2 (RIPK2) was identified as a major regulator of the immune response against *A*. *phagocytophilum*. Accordingly, mice lacking COX2 were more susceptible to *A*. *phagocytophilum*, had a defect in IL-18 secretion and exhibited splenomegaly and damage to the splenic architecture. Remarkably, *Salmonella*-induced NLRC4 inflammasome activation was not affected by either chemical inhibition or genetic ablation of genes associated with PGE_2_ biosynthesis and signaling. This divergence in immune circuitry was due to reduced levels of the PGE_2_-EP3 receptor during *Salmonella* infection when compared to *A*. *phagocytophilum*. Collectively, we reveal the existence of a functionally distinct NLRC4 inflammasome illustrated by the rickettsial agent *A*. *phagocytophilum*.

## Author Summary

Elimination of bacteria is orchestrated by the immune system. Intracellular bacteria are generally recognized by cytosolic molecules named Nod-like receptors (NLRs). One such protein scaffold that senses needle-like structures and globular proteins, namely, the bacterial type III secretion (T3SS) and flagellin, is the NLRC4 inflammasome. The NLRC4 inflammasome induces caspase-1 autoproteolysis and secretion of the pro-inflammatory cytokines interleukin (IL)-1β and IL-18. Here, we show that the obligate intracellular rickettsial pathogen *Anaplasma phagocytophilum*, which does not have a T3SS or flagellin-coding genes, induces a distinct NLRC4 inflammasome circuitry through the eicosanoid prostaglandin E_2_ and the EP3 receptor. Conceptually, these findings establish the existence of a distinct microbial surveillance system where the NLRC4 inflammasome senses an obligate intracellular pathogen of public health relevance. Therefore, we propose that rickettsial agents can be used to uncover broader principles of immune surveillance given their unique life style to survive inside the mammalian host and lack of pathogen associated molecular patterns commonly present in most facultative intracellular bacteria.

## Introduction

Rickettsial diseases are arthropod-borne illnesses caused by obligate intracellular bacteria grouped in the order *Rickettsiales* [1, 2]. They include: (*i*) rickettsioses due to bacteria of the genus *Rickettsia*, including the spotted fever and the typhus group; (*ii*) scrub typhus due to *Orientia tsutsugamushi;* and (*iii*) ehrlichioses and anaplasmosis due to bacteria within the family Anaplasmataceae [1, 2]. Some aspects of rickettsial recognition by the immune system have been described [1, 2]. For instance, *Rickettsia* spp. have a structurally distinct form of lipopolysaccharide (LPS) that appears identifiable by Toll-like receptor (TLR)4 [2–5], whereas the TLR2-MyD88 (Myeloid Differentiation Primary Response Protein 88) axis plays a critical role in host defense against ehrlichial infection [6, 7]. However, how these organisms are sensed by pattern recognition receptors (PRRs) remains mostly undefined. *Bona fide* pathogen-associated molecular patterns (PAMPs) are conspicuously absent in some of these microbes when compared to classically-defined bacterial pathogens [2, 8–10]. As an example, *Anaplasma* and *Ehrlichia* spp. are considered Gram-negative bacteria, but are unable to synthesize LPS or peptidoglycans [8, 9, 11]. Additionally, *O*. *tsutsugamushi* does not carry genes in its genome for producing lipid A and has no LPS [10, 12].

Counterintuitively, three independent groups have demonstrated that the NOD (Nucleotide-Binding Oligomerization Domain Protein)-RIPK2 (Receptor-Interacting Serine/Threonine-Protein Kinase 2) pathway, which recognizes peptidoglycans [13], were important to combat *Ehrlichia*, *Anaplasma* and *Orientia* spp. infection [6, 14, 15]. Furthermore, the non-canonical caspase-11 inflammasome, the molecular scaffold that senses LPS in the cytosol and regulates inflammatory cell death or pyroptosis [16], was shown to mediate *Ehrlichia*-induced immunopathology [17]. Nonetheless, *Ehrlichia* spp. do not carry genes for the biosynthesis of LPS in their genomes [11], and are neither cytosolic bacteria nor do they trigger pyroptosis [8]. Mice deficient in NLRC4 [NOD-like receptor (NLR) containing a caspase activating and recruitment domain (CARD) 4], the adaptor molecule that is engaged by NAIP (Neuronal apoptosis inhibitory protein) receptors upon recognition of the bacterial type III secretion system (T3SS) and flagellin [18–24], are also susceptible to *A*. *phagocytophilum* [25]. Importantly, *A*. *phagocytophilum* is aflagellated and does not have a T3SS [9, 26].

These findings suggest that the life style of rickettsial agents induces a mode of immune recognition, which can be exploited for the discovery of unique pathogen-sensing systems. Previously, we discovered that mice deficient in *Nlrc4* and *Caspase-1/11* are susceptible to *A*. *phagocytophilum* infection [25]. We also reported that *A*. *phagocytophilum* causes NLRC4 inflammasome activation and caspase-1 autoproteolysis through the phospholipid-binding protein Annexin A2 [27, 28]. The mechanistic delineation of how the NLRC4 inflammasome was induced remained elusive. In this article, we show a novel mode of NLRC4 inflammasome circuitry that is dependent on the eicosanoid prostaglandin E_2_ (PGE_2_). Upon *A*. *phagocytophilum* infection, cytosolic phospholipase A_2_ (cPLA_2_) cleaves arachidonic acid from phospholipids, which is converted to PGE_2_ via cyclooxygenase 2 (COX2) and membrane associated prostaglandin E synthase-1 (mPGES-1), the terminal enzyme that catalyzes the isomerization of prostaglandin H_2_ (PGH_2_) to PGE_2_ [29, 30]. PGE_2_-EP3 receptor signaling then leads to NLRC4 inflammasome assembly, which induces the release of IL-1β and IL-18. Consistent with our previous reports where mice deficient in RIPK2 are susceptible to *A*. *phagocytophilum* infection [14], we identified RIPK2 as a major regulator of the innate immune response against *A*. *phagocytophilum*. *Ripk2* ^*-/-*^ immune cells exhibited a defect in activation for the nuclear factor (NF)-κB and the NLRC4 inflammasome pathways. Altogether, we define the existence of a functionally distinct NLRC4 inflammasome upon microbial infection.

## Results

### *A*. *phagocytophilum* infection stimulates eicosanoid biosynthesis

*A*. *phagocytophilum* transiently infects bone-marrow derived macrophages (BMDMs) [27, 28] and clinical features in animal models and infected patients suggest classical macrophage activation [31–34]. 

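RNA of murine bone marrow-derived macrophages (BMDMs), which are grown from the marrow of C57BL/6 mice, was sequenced in 12 libraries. Of the 4 groups of 3 cultures, the first was left uninfected and the second was infected with A. phagocytophilum, an obligate intracellular bacterium that lives in white blood cells. The legend of Fig 1A gives a multiplicity of infection (MOI) of 50 and 18 hours of infection. The number of cells in the legend is larger than the number per well in the methods. The other groups, uninfected and infected, received SL2 (5 µM), a protein of tick saliva. The paper does not discuss SL2 or name an MOI and time for these cultures.
The authors prepared TruSeq RNA libraries, sequenced them as paired reads on the HiSeq platform and aligned the reads with TopHat to the mouse genome (Ensembl GRCm38). They deposited RPKM values, which are read numbers divided by gene length and library size, of 39179 Ensembl genes for each library. The methods describe HTSeq read counts and a DESeq test, and do not describe how the RPKM were computed. Gene symbols and GRCm38 coordinates were taken from the GENCODE M21 annotation, which holds 37693 (96.2%) of the genes.
Low RPKM of a library are whole multiples of the value of 1 read. This held for 82.2% of the low values of genes with several exons when RPKM were multiplied by the whole genomic span of the gene, introns included, and for 3.7% when they were multiplied by the length of its exons. The depth read from these steps was between 88923521 and 100486001 reads per library in uninfected BMDMs (median 92798796) and between 94755464 and 109326857 reads in infected BMDMs (median 99895945). With SL2 it was between 73816178 and 124762343 reads in uninfected BMDMs (median 107815537) and between 91142969 and 102443018 reads in infected BMDMs (median 92535132). Because the values are per kilobase of genomic span, genes with long introns have a low RPKM. The reads listed for all genes added up to between 1.149 and 1.174 times the reads of the library. Among 906 pairs in which 1 gene lies inside another, the outer gene had at least as many reads in 868 pairs (95.8%), against 74% after the pairs were shuffled. A read was therefore counted for every gene whose span it fell in, on either strand, and RPKM of overlapping genes are not independent.
For each comparison, RPKM were divided by the median ratio of each library to the geometric mean and compared on the scale of log2(RPKM + 0.1) with limma. A fold change on this scale understates the change of genes with a low RPKM. No replicate pair differed as little as sampling noise would give, with a chi-square between 11.73 and 166.69 per degree of freedom, and every library was counted as 1 replicate.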

To determine which genes are important for host immunity, we infected macrophages with *A*. *phagocytophilum*. Deep sequencing analysis [deposited at the Gene Expression Omnibus database (GSE63647)] indicated that the transcription of genes that encode for phospholipase A_2_ (*pla2g12a*, *pla2g5 and pla2g2e*), COX2 (*ptgs2*) and PGE synthase (*ptges*) was increased upon *A*. *phagocytophilum* infection (Fig 1A). These genes are critical for prostanoid biosynthesis (Fig 1B) [35] and correlated with elevated enzymatic activities of cytosolic phospholipase A_2_ (cPLA_2_), COX1 and COX2 (Fig 1C–1E), which led to increased levels of arachidonic acid (AA), PGE_2_, prostaglandin D_2_ (PGD_2_) and thromboxane A_2_ (TBXA_2_) (Fig 1F–1I) upon *A*. *phagocytophilum* infection.

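The 5 transcripts were compared between the 3 infected and the 3 uninfected cultures without SL2. Ptgs2 (ENSMUSG00000032487), which encodes COX2, lies on chromosome 1 of GRCm38 from 150100031 to 150108227. Its expression rose from 1.92 ± 0.239 RPKM (SD, n = 3) in uninfected BMDMs to 37.2 ± 2.82 RPKM (SD, n = 3) upon infection, a log2 fold change of 4.12 (standard error 0.10, adjusted p = 1.1e-05 from limma with Benjamini-Hochberg adjustment). Ptges (ENSMUSG00000050737), on chromosome 2 from 30889471 to 30929863, encodes the PGE synthase mPGES-1 and rose from 0.609 ± 0.0246 to 1.59 ± 0.0246 RPKM, a log2 fold change of 1.17 (standard error 0.05, adjusted p = 5.1e-05 from limma). The remaining transcripts encode members of the phospholipase A2 family other than cPLA2. Pla2g5 (ENSMUSG00000041193), on chromosome 4 from 138799244 to 138863482, rose from 0.0829 ± 0.0155 to 0.429 ± 0.00263 RPKM, with a log2 fold change of 1.47 (standard error 0.07, adjusted p = 7.2e-05 from limma). Pla2g12a (ENSMUSG00000027999), on chromosome 3 from 129878606 to 129895825, rose from 0.724 ± 0.0216 to 1.76 ± 0.0657 RPKM, with a log2 fold change of 1.09 (standard error 0.05, adjusted p = 6.3e-05 from limma). Pla2g2e (ENSMUSG00000028751), on chromosome 4 from 138877942 to 138882817, rose from 0.469 ± 0.024 to 1.14 ± 0.0865 RPKM, with a log2 fold change of 1.04 (standard error 0.07, adjusted p = 0.000156 from limma). All 5 genes are protein-coding, and no overlapping gene held more than 0.1 times their reads.
The 3 infected values lay above the 3 uninfected values for each of the 5 genes (exact two-sided permutation test, p = 0.1 for each gene, the smallest p that 3 cultures against 3 allow). The differences were larger than the spread between replicates. All 5 genes had an adjusted p below 0.01 and a change above 2-fold, the thresholds of the paper. With each culture left out in turn, the log2 fold change of Ptgs2 stayed between 4.05 and 4.20 and that of Pla2g2e between 0.99 and 1.08, on both sides of a 2-fold change. With the replicate number as a block in the fit, all 5 genes still passed. The deviations of libraries with the same replicate number from their group means had a mean correlation of 0.038 across genes, against -0.019 for other numbers. The second value follows from the first, because deviations from a group mean add up to 0, and the small correlation does not settle whether the numbers are pairs. With a pseudocount of 1 in place of 0.1, Ptgs2 still passed with a log2 fold change of 3.63, while Ptges (0.64), Pla2g12a (0.63), Pla2g2e (0.50) and Pla2g5 (0.38) changed by less than 2-fold.

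**Figure D1:**
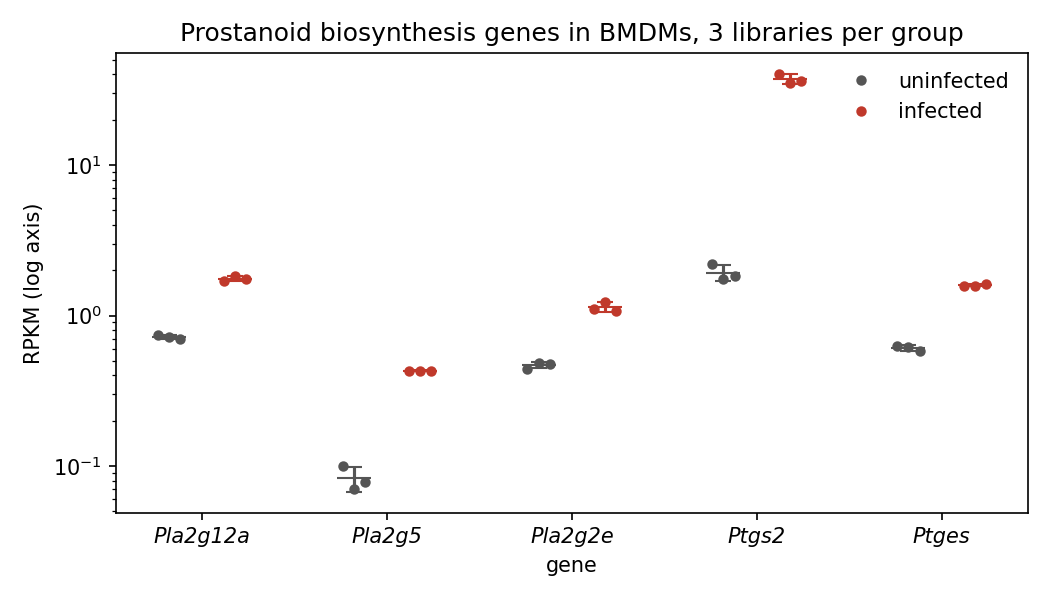
RPKM of the 5 genes on a log axis in uninfected (grey) and infected (red) BMDMs. Each point is 1 culture, the long horizontal lines are the means and the error bars the SD (n = 3). The largest rise is that of Ptgs2, from 1.92 to 37.2 RPKM.

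From the increase in these transcripts, the paper turns to prostanoid biosynthesis. The paper states that the genes are critical for this pathway and correlated with higher enzymatic activities of cPLA2, COX1 and COX2 (Fig 1C–1E), and that this led to increased levels of arachidonic acid, PGE2, PGD2 and TBXA2 (Fig 1F–1I). It then reasons from the release of arachidonic acid by phospholipase A2, and from the reported link between eicosanoids and the NLRC4 inflammasome, to its test of cPLA2 in inflammasome activation. The gene of cPLA2 itself, Pla2g4a, is not among these transcripts. Its log2 fold change upon infection was 0.02 (adjusted p = 0.668 from limma), not told apart from 0. Enzymatic activities and lipid levels were not analysed here.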

**Fig 1:**
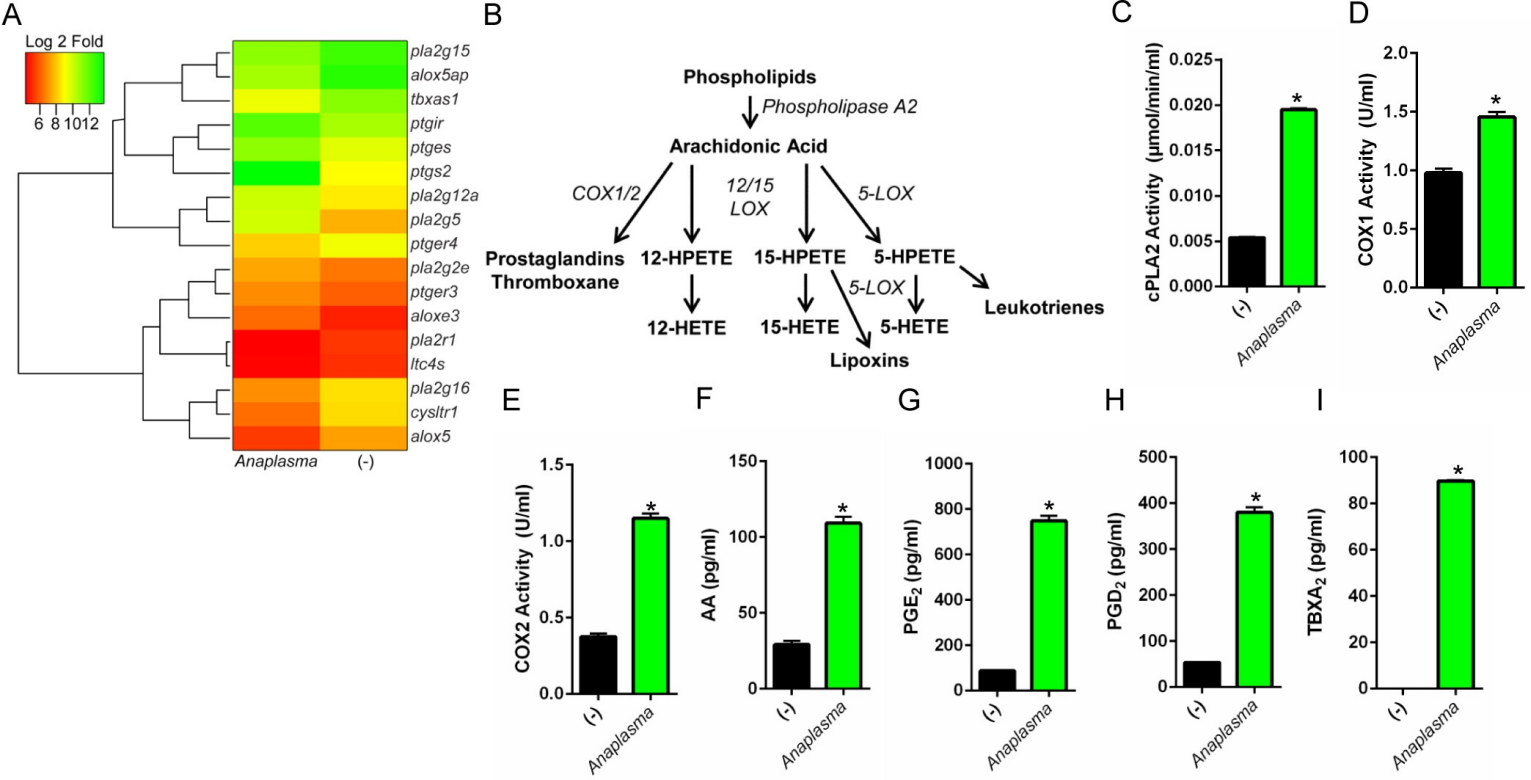
A. phagocytophilum infection induces eicosanoid biosynthesis. (A) Heat map of deep sequencing analysis showing the expression of eicosanoid metabolism genes in murine BMDMs (1.5×10^7^ cells) infected with *A*. *phagocytophilum* (MOI50) for 18 hours. (B) Schematics of eicosanoid metabolism in murine macrophages. Eicosanoid biosynthesis occurs after the release of arachidonic acid from cell membranes by phospholipase A2 (*e*.*g*., cPLA_2_). Arachidonic acid is converted to thromboxane and prostaglandins by cyclooxygenases (COX1/2), whereas 12‐HETE (12‐hydroxyeicosatetraenoic acid), 15‐HETE, 5‐HETE and leukotrienes are synthesized by lipoxygenases (12/15‐LOX and 5-LOX). (C-I) 1.5×10^7^ wildtype (WT) BMDMs were stimulated with *A*. *phagocytophilum* (MOI25) overnight. Cells were scraped followed by sonication. Enzymatic activities of (C) cPLA_2_, (D) COX1 and (E) COX2 were measured. Levels of (F) arachidonic acid (AA), (G) PGE_2_, (H) PGD_2_, and (I) TBXA_2_ in the supernatants of WT BMDMs infected with *A*. *phagocytophilum* (MOI50) were detected. Student’s t test. *P < 0.05. (-) non-stimulated.

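Of the 17 eicosanoid metabolism genes in the heat map, 12 passed an adjusted p of 0.01 from limma and a 2-fold change between infected and uninfected BMDMs. Among the raised genes outside phospholipases, COX2 and PGE synthase was Ptgir, the prostacyclin receptor gene on chromosome 7 of GRCm38 (16906490 to 16910905), which went from 9.48 ± 0.357 to 24.6 ± 0.947 RPKM (SD, n = 3), a log2 fold change of 1.27 (standard error 0.06, adjusted p = 5.5e-05 from limma). Alox5ap, which encodes the 5-lipoxygenase activating protein and lies on chromosome 5 from 149264767 to 149288153, fell from 7.59 ± 0.0514 to 2.01 ± 0.109 RPKM, with a log2 fold change of -1.95 (standard error 0.04, adjusted p = 1.02e-05 from limma). The leukotriene C4 synthase gene Ltc4s (chromosome 11, 50236461 to 50238616) fell from 1.84 ± 0.136 to 0.454 ± 0.0754 RPKM, with a log2 fold change of -1.89. It shares 1664 bases with Gm26542 on the other strand, and reads from there are counted for both genes. Lower expression was also measured for the leukotriene receptor gene Cysltr1 (log2 fold change -1.47), for the phospholipase genes Pla2g15 (-1.24) and Pla2g16 (-1.16), and for the thromboxane A synthase gene Tbxas1 (-1.05). Cysltr1 overlaps Gm5127 over 20494 bases, and Tbxas1 overlaps Hipk2 over 762 bases, each on the other strand.
The 5 other genes did not pass both thresholds. Alox5 (log2 fold change -0.71), Aloxe3 (0.61) and Ptger3, which encodes the PGE2 receptor EP3 (0.33), had an adjusted p of 5.1e-05, 0.000448 and 0.000327 from limma, with changes below 2-fold. Their RPKM were low, so that the pseudocount of 0.1 shrinks these changes. RPKM are per kilobase of genomic span, which is 51102 bases for Alox5 and 78997 for Ptger3, against 4106 and 5688 bases of exons. A low RPKM of these genes therefore need not mean low expression. Alox5 went from 0.087 to 0.0167 RPKM, Aloxe3 from 0.0159 to 0.0808 RPKM and Ptger3 from 0.034 to 0.0727 RPKM, log2 ratios of the group means of -2.38, 2.35 and 1.10 without scaling or pseudocount. With a pseudocount of 0.01, Alox5 and Aloxe3 passed, with log2 fold changes of -1.95 and 1.74, and Ptger3 reached 0.83. The paper also measured EP3 RNA and protein by qRT-PCR and western blot, and states that infection upregulates this receptor. With a pseudocount of 1, Tbxas1 (-0.28), Pla2g16 (-0.29) and Cysltr1 (-0.35) changed by less than 2-fold, as did Pla2g5, Ptges, Pla2g12a and Pla2g2e. Without scaling, Tbxas1 was at -0.988. Pla2r1 was below the 45th percentile of expression, at 0.0048 RPKM in uninfected and 0.00152 RPKM in infected BMDMs, with a log2 fold change of -0.05 on the scale of log2(RPKM + 0.1). Ptger4, the gene of the PGE2 receptor EP4 on chromosome 15 (5206661 to 5244187), had 1.3 ± 0.0564 RPKM in uninfected and 1.48 ± 0.0265 RPKM in infected BMDMs. Its log2 fold change of 0.09 (standard error 0.04, adjusted p = 0.117 from limma) was not told apart from 0 (exact two-sided permutation test, p = 0.2). Ptger4 shares 11676 bases of its span with Ttc33 on the other strand, whose reads are also counted for Ptger4.

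**Figure D2:**
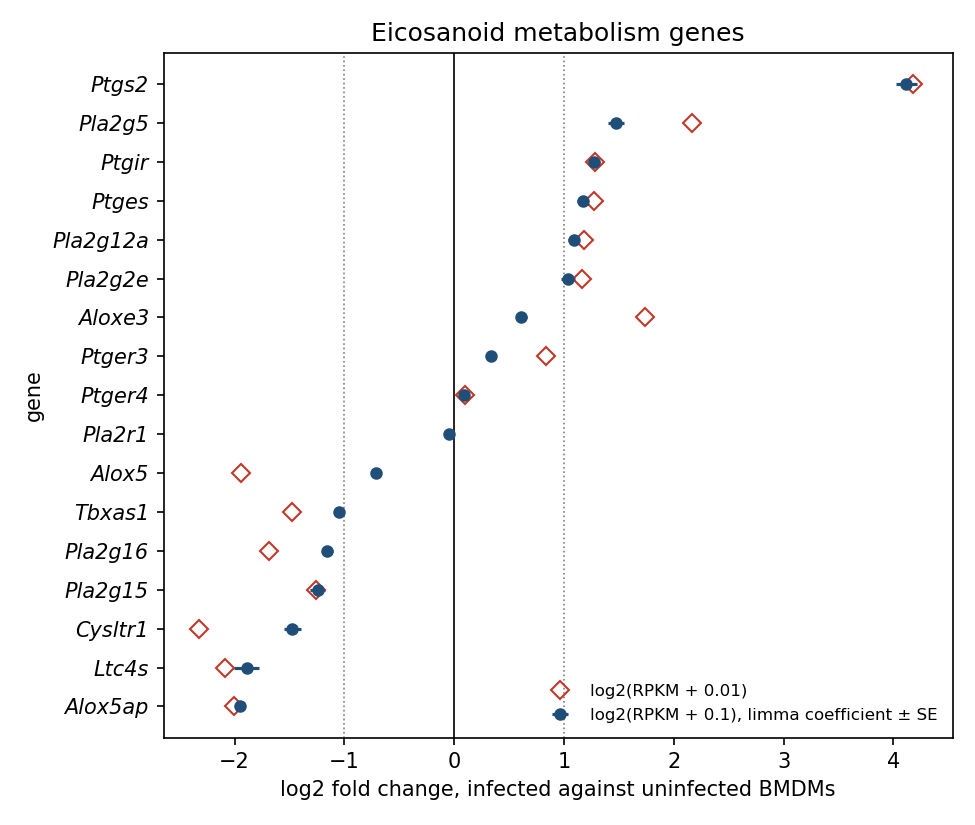
Log2 fold change of the 17 genes between infected and uninfected BMDMs (horizontal axis, n = 3 cultures per group). Filled points are limma coefficients on the scale of log2(RPKM + 0.1) with their standard errors, open diamonds the coefficients with a pseudocount of 0.01, and dotted lines a 2-fold change. The filled points range from Ptgs2 at 4.12 to Alox5ap at -1.95.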

### cPLA_2_ promotes activation of the *A*. *phagocytophilum*-induced NLRC4 inflammasome

Eicosanoids have been associated with NLRC4 inflammasome activation [36] and phospholipase A2 releases arachidonic acid from phospholipids for eicosanoid biosynthesis (Fig 1B) [35]. Therefore, we examined whether cPLA_2_ was regulating the *A*. *phagocytophilum*-induced NLRC4 inflammasome. Pharmacological inhibition of cPLA_2_, but not other phospholipases [*e*.*g*., soluble phospholipase A_2_ (sPLA_2_), phospholipase C (PLC) and phospholipase D (PLD)] reduced the levels of PGE_2_, PGD_2_ and TBXA_2_ upon *A*. *phagocytophilum* infection of macrophages (Fig 2A–2C). We also observed lower levels of IL-1β, IL-18 and caspase-1 activation upon bacterial stimulation of immune cells (Fig 2D, 2E and 2G). Similar results were obtained with macrophages deficient in cPLA_2_ at low and high *A*. *phagocytophilum* multiplicity of infection (MOI) (Fig 3A–3F and 3H), indicating that pharmacological inhibition of cPLA_2_ does not lead to off-target effects and the results obtained occurred independently of bacterial numbers. Importantly, secretion of IL-6 and translation of IL-1β and IL-18 by macrophages, which are not regulated by the inflammasome, remained unaffected during pre-treatment of macrophages with pharmacological inhibitors or in the absence of cPLA_2_ (Fig 2F and 2G and Fig 3G and 3H).

**Fig 2:**
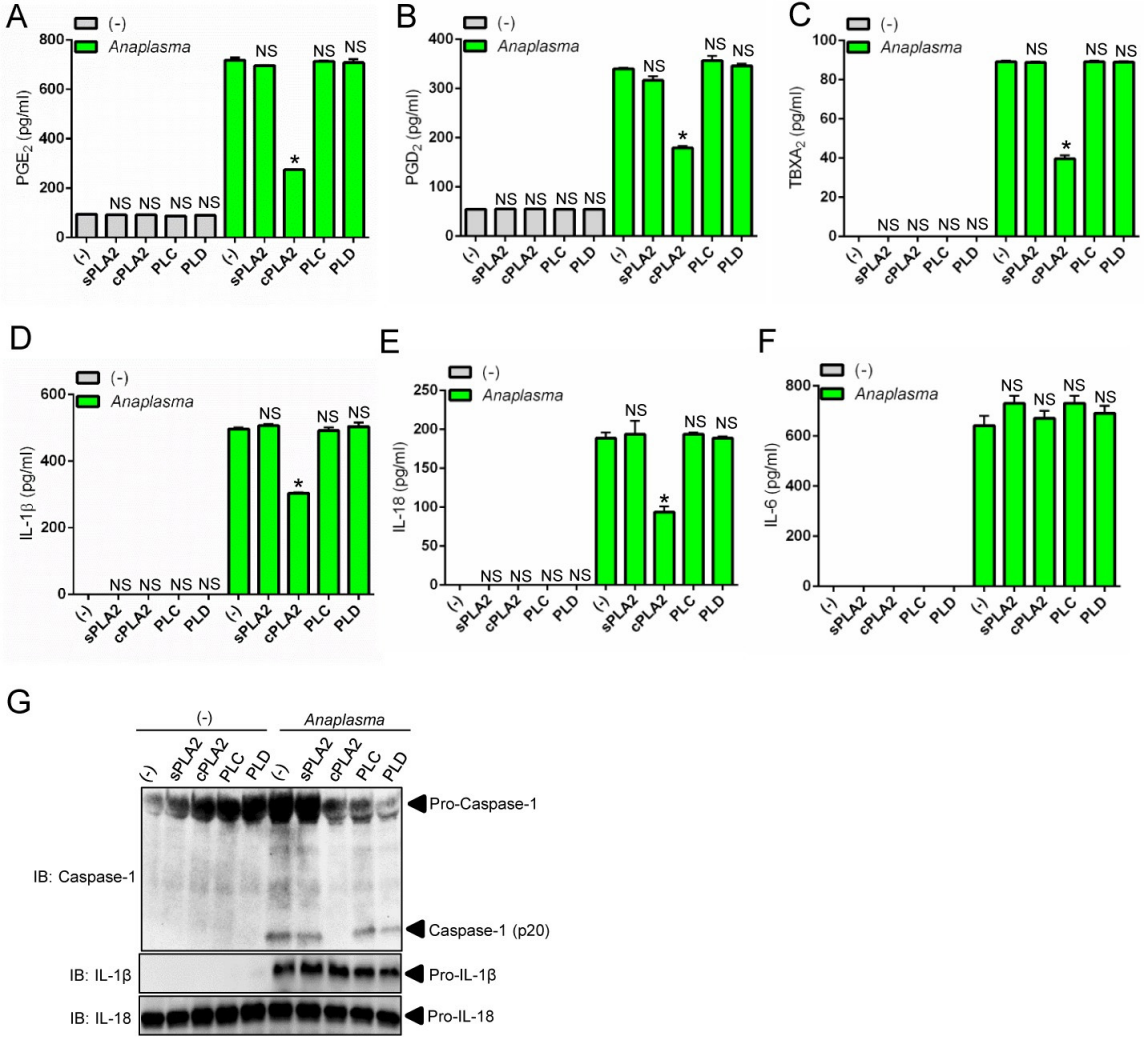
Chemical inhibition of cPLA_2_ affects the *A*. *phagocytophilum*-induced NLRC4 inflammasome. Wildtype (WT) BMDMs (1 x10^6^ cells) pre-treated for 30 minutes with pharmacological inhibitors of secreted PLA_2_ (sPLA_2_) (LY315920–10μM), cPLA_2_ (AACOCF3–10μM), phospholipase C (PLC) (U73122- 10μM) and phospholipase D (PLD) (FIPI– 0.3μM) and infected with *A*. *phagocytophilum* (MOI50) for 18 hours. (A) PGE_2_, (B) PGD_2_, (C) TBXA_2,_ (D) IL-1β, (E) IL-18 and (F) IL-6 levels were measured by ELISA in the cell culture supernatants. (G) SDS-PAGE immunoblot (IB) of caspase-1 p20. pro-IL-1β and pro-IL-18 detected in cell lysates. One way ANOVA-Tukey. *P< 0.05. NS–not significant. (-), non-stimulated.

**Fig 3:**
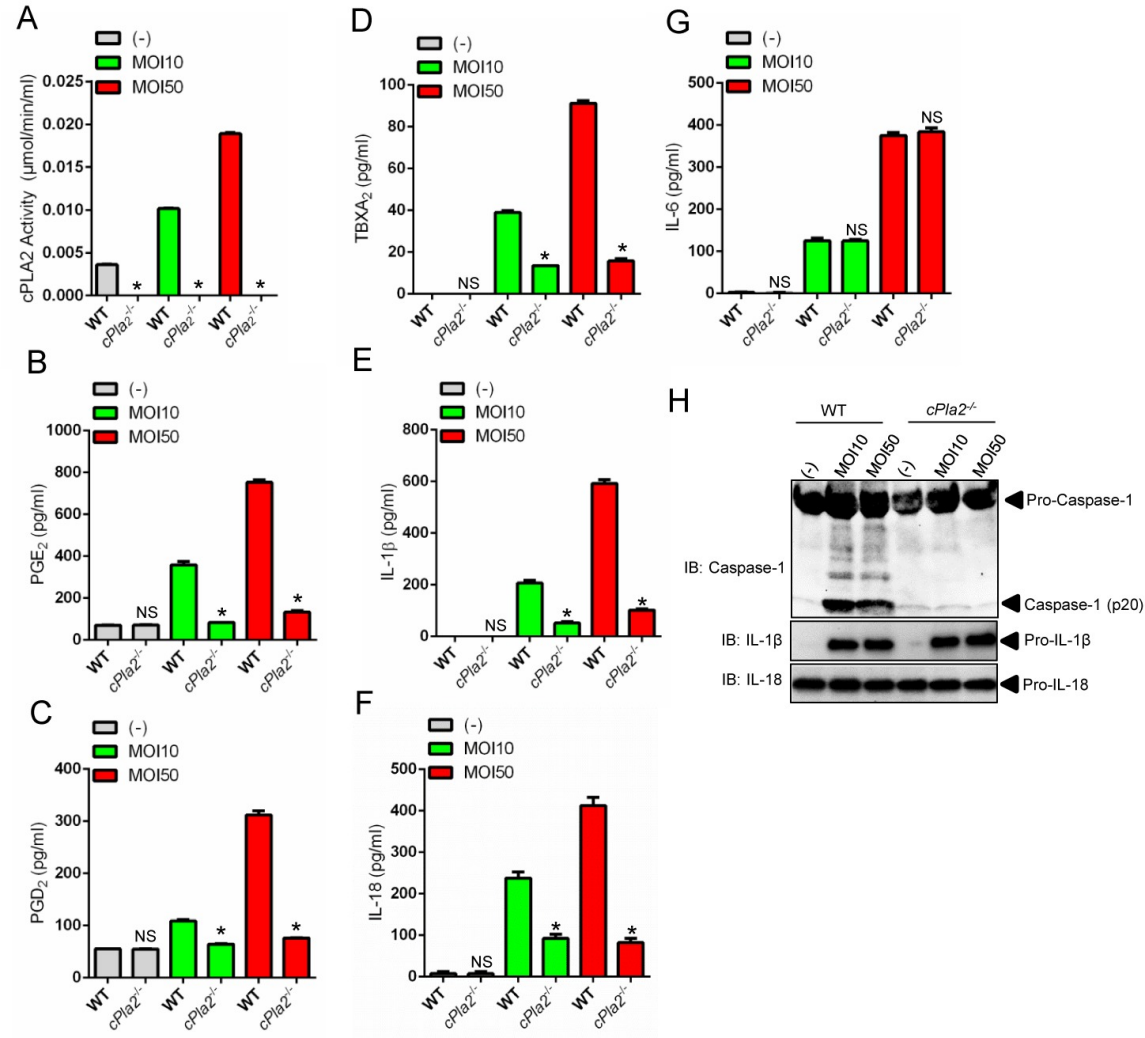
cPLA_2_ regulates the *A*. *phagocytophilum*-induced NLRC4 inflammasome. BMDMs (1 x10^6^ cells) from wildtype (WT) or cPLA_2_-deficient mice were infected with *A*. *phagocytophilum* (MOI 10/50) for 18 hours. (A) cPLA_2_ enzymatic activity was measured. Release of (B) PGE_2_, (C) PGD_2_, (D) TBXA_2,_ (E) IL-1β, (F) IL-18 and (G) IL-6 were measured by ELISA in the cell culture supernatants. (H) SDS-PAGE immunoblot (IB) of caspase-1 (p20) in the supernatants. pro-IL-1β and pro-IL-18 were detected in cell lysates. Student’s t test. *P < 0.05. NS–not significant. (-) non-stimulated.

Surprisingly, chemical inhibition or genetic ablation of cPLA_2_ did not affect caspase-1 autoproteolysis and cytokine secretion when macrophages were infected with *Salmonella* (S1 Fig), a pathogen that stimulates the NLRC4 inflammasome through the T3SS and flagellin [18–24]. Altogether, these results revealed that although both *A*. *phagocytophilum* and *Salmonella* trigger formation of the NLRC4 inflammasome, the signaling cascades that enable its activation appeared fundamentally different.

### PGE_2_ stimulates assembly of the *A*. *phagocytophilum*-induced NLRC4 inflammasome

To gain better insights into the *A*. *phagocytophilum*-induced NLRC4 inflammasome pathway, we pre-treated macrophages with the pan-COX inhibitor indomethacin [37]. Pre-treatment of cells with indomethacin followed by *A*. *phagocytophilum* infection decreased the release of PGE_2_, PGD_2_, TBXA_2_, secretion of IL-1β and IL-18, NLRC4 oligomerization and caspase-1 activation, but not IL-6 secretion by macrophages (Fig 4). To the contrary, pharmacological inhibition of lipoxygenase enzymes, 12/15-LOX (PD146176) or 5-LOX (AA861), did not affect any of the parameters measured (Fig 4). Next, we pre-treated cells with celecoxib, a highly selective COX2 inhibitor [38], followed by *A*. *phagocytophilum* infection. Pre-treatment of wildtype macrophages with celecoxib or, alternatively, *A*. *phagocytophilum* infection of COX2 (*Ptgs2*)-deficient macrophages blunted the release of prostanoids, IL-1β and IL-18, but not IL-6 secretion (Fig 5A–5F and Fig 6A–6F). *A*. *phagocytophilum* infection of COX2 (*Ptgs2*)-deficient macrophages and celecoxib inhibition of COX2 also decreased NLRC4 oligomerization and caspase-1 activation upon *A*. *phagocytophilum* infection (Fig 5G and 5H and Fig 6G and 6H). As expected, no effect was observed for TLR4-deficient macrophages (Fig 6), as *A*. *phagocytophilum* does not carry genes for the biosynthesis of LPS in its genome [9]. Strikingly, *Salmonella* infection or nigericin stimulation of the NLRP3 inflammasome in COX2 (*Ptgs2*)-deficient macrophages had no effect on the release of IL-1β, IL-18, IL-6, inflammasome oligomerization or caspase-1 activation (S2B–S2F Fig). Secretion of PGE_2_ served as positive control for this experiment (S2A Fig).

**Fig 4:**
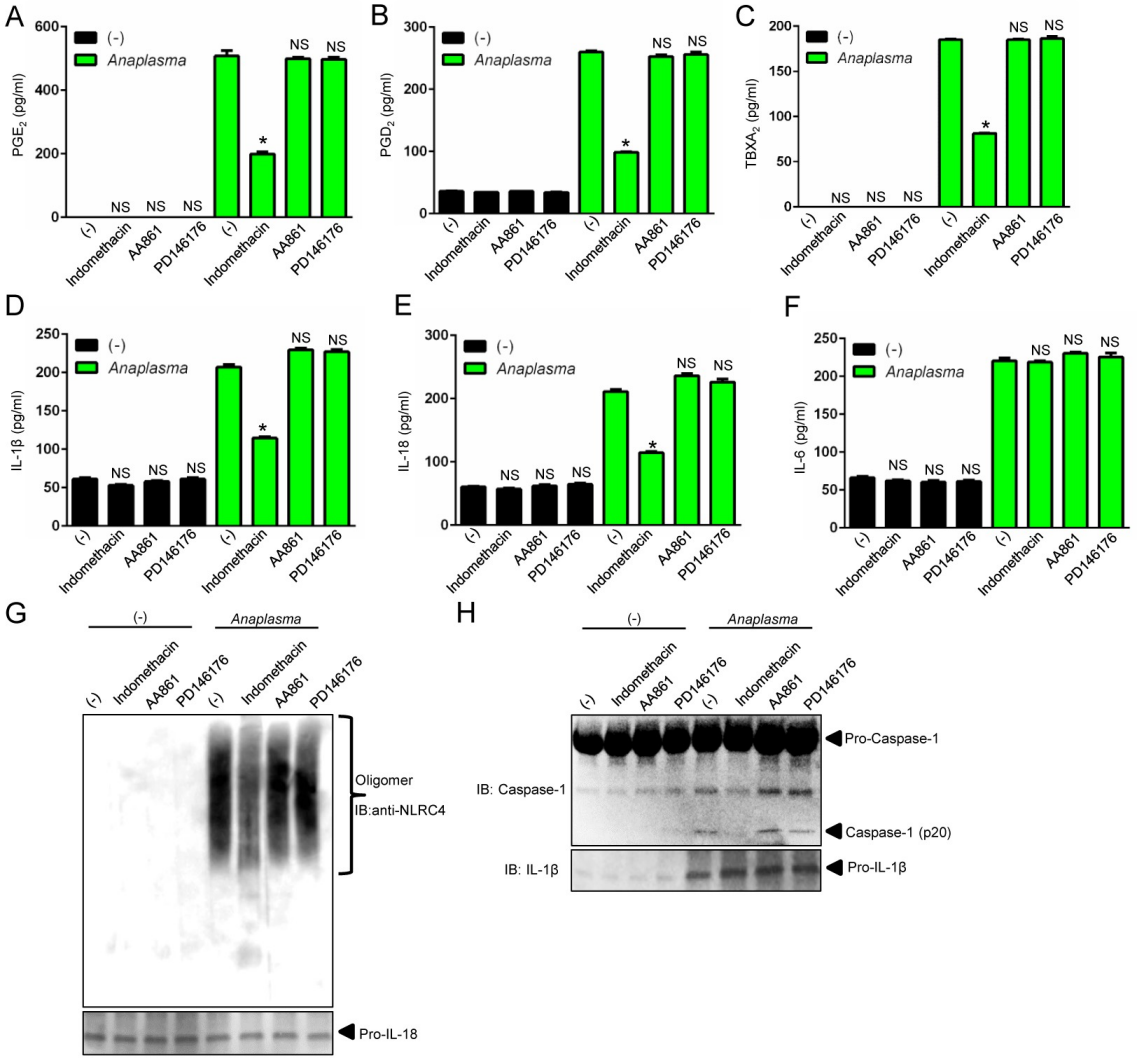
The COX pathway mediates the *A*. *phagocytophilum*-induced NLRC4 inflammasome. Wildtype (WT) BMDMs (1 x10^6^ cells) were pre-treated with indomethacin (100 nM), AA861 (1μg/ml) and PD146176 (1μg/ml) for 2 hours followed by *A*. *phagocytophilum* infection (MOI50) for 18 hours. The levels of (A) PGE_2_, (B) PGD_2_, (C) TBXA_2,_ (D) IL-1β, (E) IL-18 and (F) IL-6 were measured by ELISA in the cell culture supernatants. (G) NLRC4 detection by native gel/immunoblotting (IB) and (H) SDS-PAGE caspase-1 western blot indicating autoproteolysis (p20). Pro-IL-1β and IL-18 were used as loading controls. One-way ANOVA-Tukey *P < .05; NS, not significant. (-) non-stimulated.

**Fig 5:**
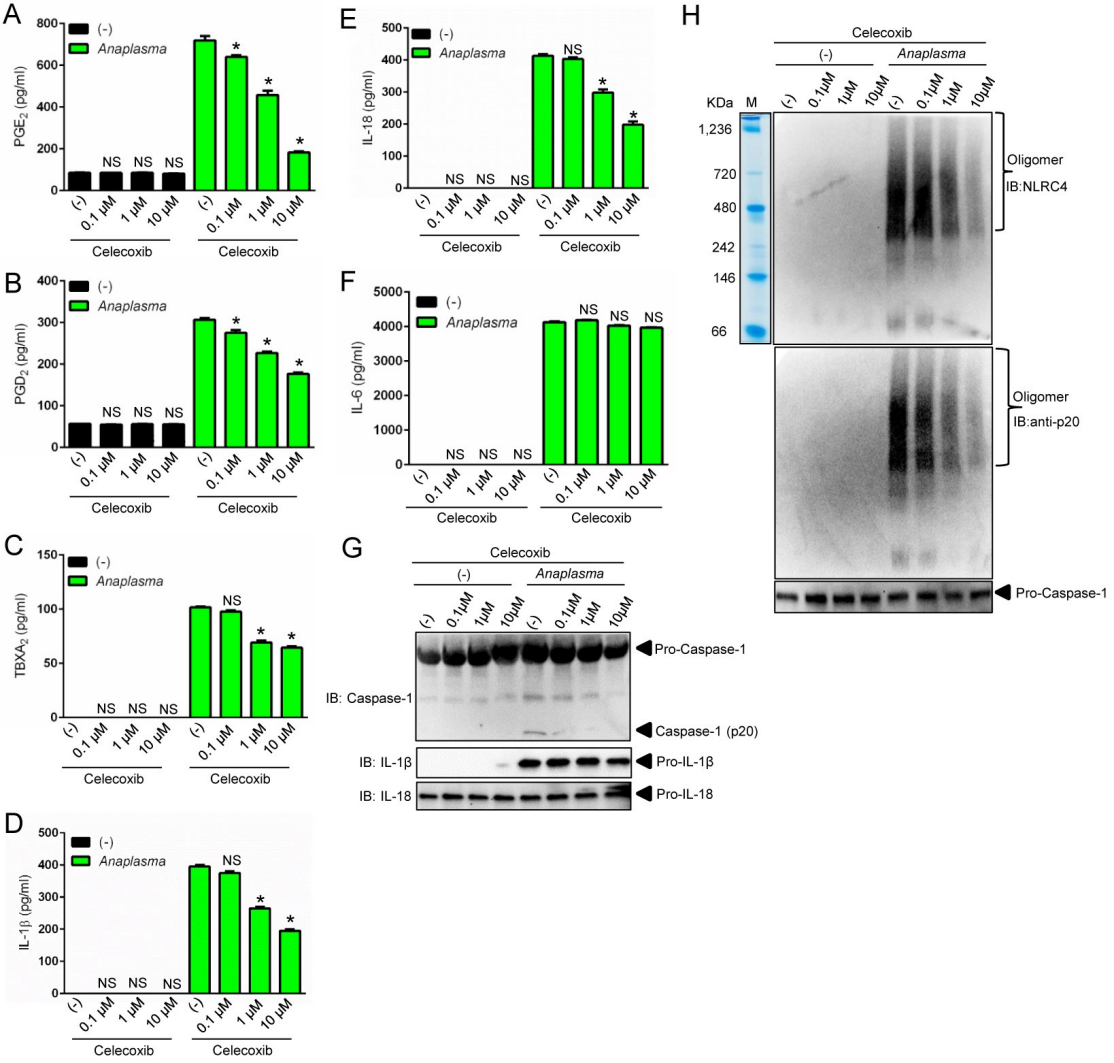
COX2 regulates the *A*. *phagocytophilum*-induced NLRC4 inflammasome. Wildtype (WT) BMDMs (1 x10^6^ cells) were pre-treated with celecoxib (0.1μM to 10 μM) for 2 hours followed by *A*. *phagocytophilum* infection (MOI50) for 18 hours. The levels of (A) PGE_2_, (B) PGD_2_, (C) TBXA_2,_ (D) IL-1β, (E) IL-18 and (F) IL-6 were measured by ELISA in the cell culture supernatants. (G) SDS-PAGE/Western blot (IB) indicating caspase-1 autoproteolysis (p20). (H) NLRC4 inflammasome oligomer detection in the supernatants by native gel/immunoblotting (IB). One-way ANOVA-Tukey *P < .05; NS, not significant. (-) non-stimulated.

**Fig 6:**
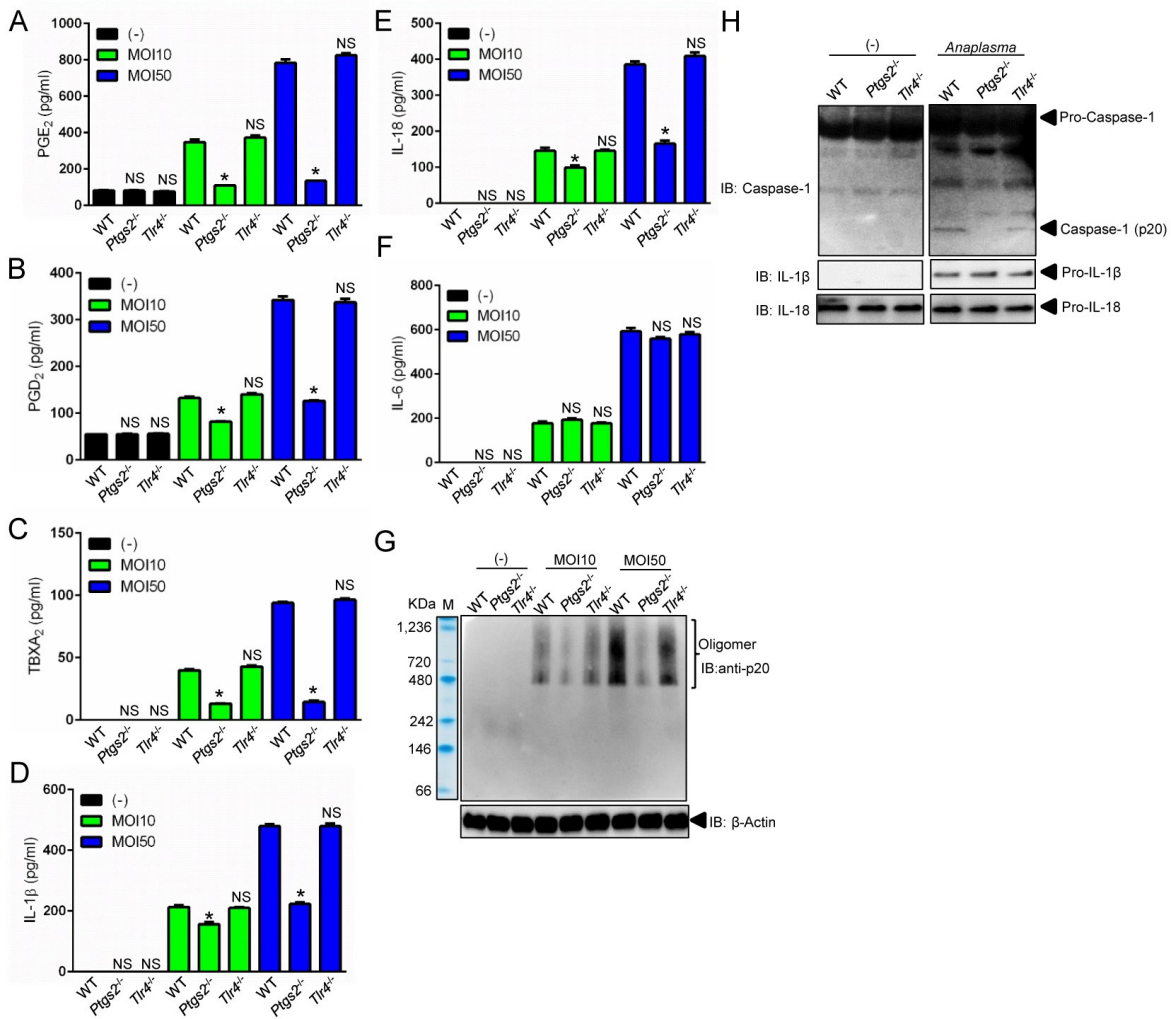
COX2 modulates NLRC4 inflammasome activity upon *A*. *phagocytophilum* infection. BMDMs (1 x10^6^ cells) from wildtype (WT), *Tlr4*- and COX2 (*Ptgs2*)-deficient mice were infected with *A*. *phagocytophilum* (MOI 10/50) for 18 hours. The levels of (A) PGE_2_, (B) PGD_2_, (C) TBXA_2,_ (D) IL-1β, (E) IL-18 and (F) IL-6 were measured by ELISA in the cell culture supernatants. (G) Caspase-1 (p20) native gel and (H) immunoblotting (IB). β-Actin, pro-IL-1β and pro-IL-18 detected in lysates. One way ANOVA-Tukey. *P< 0.05. NS–not significant. (-) non-stimulated.

### *A*. *phagocytophilum*-induced NLRC4 inflammasome activation is coupled to the PGE_2_-EP3 receptor

The enzymatic activity of COX2 leads to the biosynthesis of prostanoids [38]. To determine which prostanoid affected the *A*. *phagocytophilum*-induced NLRC4 inflammasome, we performed a multi-pronged approach that included pharmacological inhibition, “add-back” assays and gene-targeted deletion of the membrane associated prostaglandin E synthase-1 (mPGES-1), the terminal enzyme that catalyzes the isomerization of PGH_2_ to PGE_2_ [29, 30]. First, we observed that addition of PGE_2_ in macrophages deficient for *ptgs2* (COX2) restored caspase-1 function and IL-1β and IL-18 secretion upon *A*. *phagocytophilum* infection (Fig 7A–7C). Conversely, the prostanoids PGD_2_ and TBXA_2_ did not elicit the activation of the NLRC4 inflammasome in the presence of *A*. *phagocytophilum* (Fig 7A–7C). Second, specific pharmacological inhibition of the terminal PGE_2_ synthase enzyme, mPGES1 [29, 30], led to reduced caspase-1 activation and IL-1β and IL-18 secretion upon *A*. *phagocytophilum* infection in a dose-dependent manner (Fig 7D–7H). Third, PGE_2_ “add-back” assays restored the phenotype in *mPGES1* ^-/-^ macrophages during *A*. *phagocytophilum* infection (Fig 7I–7M). Importantly, secretion of IL-6 and translation of IL-1β and IL-18 by macrophages, which are not regulated by the inflammasome, remained unaffected during pharmacological inhibition, “add-back” and gene-targeted deletion assays (Fig 7C, 7H and 7M and S3 Fig). Collectively, we provide convincing evidence that PGE_2_ is the sole eicosanoid that induces the activation of the NLRC4 inflammasome upon *A*. *phagocytophilum* infection.

**Fig 7:**
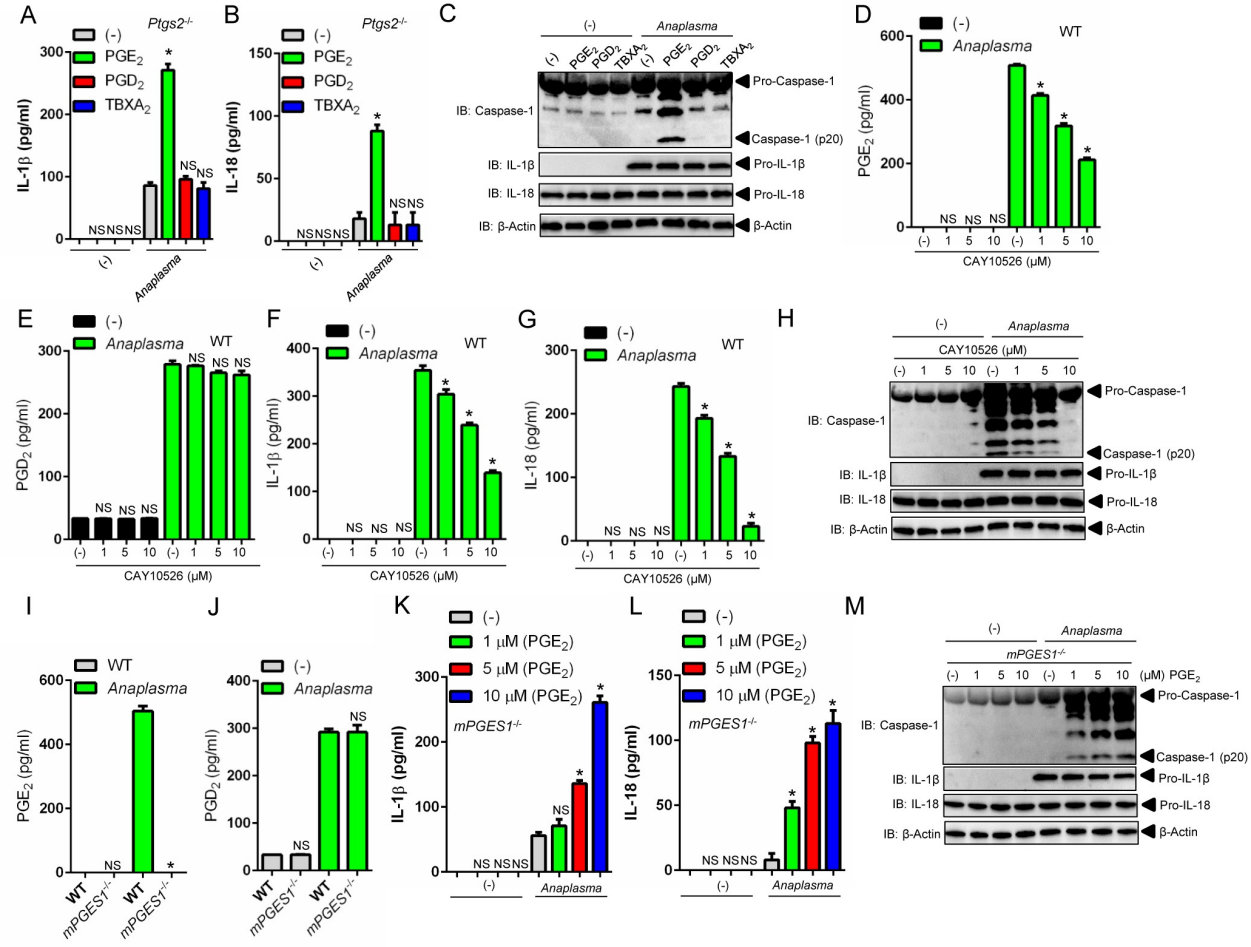
PGE_2_ activates the *A*. *phagocytophilum*-induced NLRC4 inflammasome. (A-C) *Ptgs2* ^-/-^ BMDMs (1 x10^6^ cells) were infected with *A*. *phagocytophilum* (MOI50) for 4 hours followed by addition of PGE_2_ (10 μM), PGD_2_ (10 μM) or TBXA_2_ (10 μM) for 18 hours. (A) Levels of IL-1β and (B) IL-18 in supernatants were measured by ELISA. (C) Caspase-1 autoproteolysis was measured in supernatants of infected cells. pro-IL-1β, pro-IL-18 and β-actin were detected in cell lysates with SDS-PAGE immunoblot (IB). (D-H) Wildtype (WT) BMDMs (1 x10^6^ cells) were pre-treated with the specific inhibitor of mPGES1 (CAY10526–1 μM) for 30 minutes followed by *A*. *phagocytophilum* infection (MOI50) for 18 hours. The levels of (D) PGE_2_, (E) PGD_2_, (F) IL-1β and (G) IL-18 in the culture supernatants were measured by ELISA. (H) Caspase-1 p20 autoproteolysis in culture supernatants. pro-IL-1β, pro-IL-18 and β-actin were detected in cell lysates with a SDS-PAGE immunoblot. (I-J) WT and *mPGES1* ^-/-^ BMDMs (1 x10^6^ cells) were infected with *A*. *phagocytophilum* (MOI50) for 18 hours. The levels of (I) PGE_2_ and (J) PGD_2_ were measured in culture supernatants by ELISA. (K-M) *mPGES1* ^-/-^ BMDMs (1 x10^6^ cells) were infected with *A*. *phagocytophilum* for 4 hours followed by addition of PGE_2_ at indicated concentrations for 18 hours. (K) IL-1β and (L) IL-18 levels in cell culture supernatants were measured by ELISA. (M) Caspase-1 autoproteolysis in cell culture supernatants. pro-IL-1β, pro-IL-18 and β-actin in cell lysates were detected with SDS-PAGE immunoblot (IB). One-way ANOVA-Tukey and Student’s t test; *P < .05; NS, not significant. (-) non-stimulated.

### RIPK2 elicits NLRC4 inflammasome activity during *A*. *phagocytophilum* infection

Next, we performed a kinetics experiment in macrophages to better characterize *A*. *phagocytophilum* infection in the context of NLRC4 inflammasome biology. As previously shown, *A*. *phagocytophilum* was undetectable inside macrophages at 2-hours post-infection [27]. A small number of bacteria was observed at 6 hours, followed by an increased load at 18 hours and reduction at 48 hours, which led to almost complete elimination after 72 hours of infection in macrophages (Fig 8A) [27]. Consistently, PGE_2_ secretion, caspase-1 activation and IL-1β and IL-18 secretion but not IL-6, peaked at 18 hours, the same time point where the greatest number of *A*. *phagocytophilum* was detected inside macrophages (Fig 8A–8D and S4A Fig).

**Fig 8:**
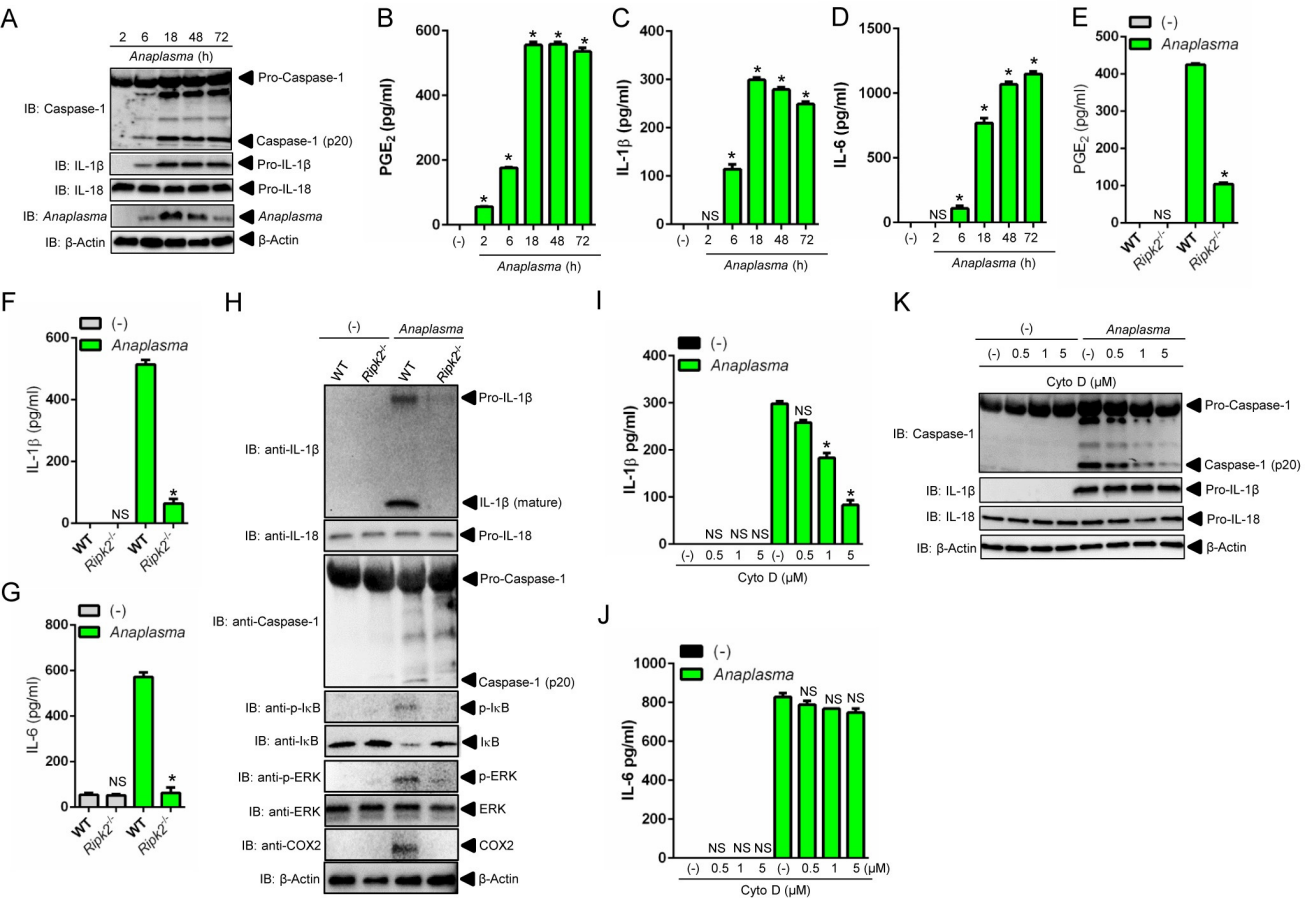
NLRC4 inflammasome activation is dependent on *A*. *phagocytophilum* internalization and RIPK2 function in macrophages. (A-D) Wildtype (WT) BMDMs (1 x10^6^ cells) were infected with *A*. *phagocytophilum* (MOI 50). Cell culture supernatants and lysates were collected at indicated time points post-infection. (A) Caspase-1 autoproteolysis was detected in cell culture supernatants, whereas the presence of *A*. *phagocytophilum*, pro-IL-1β, pro-IL-18 and β-actin are shown in cell lysates with SDS-PAGE immunoblots (IB). The levels of (B) PGE_2_, (C) IL-1β and (D) IL-6 were measured in cell culture supernatants by ELISA. (E-G) BMDMs from WT and *Ripk2* ^-/-^ mice were infected with *A*. *phagocytophilum* (MOI50) (1 x10^6^ cells) for 18 hours. The levels of (E) PGE_2_, (F) IL-1β and (G) IL-6 were measured in cell culture supernatants by ELISA. (H) Caspase-1 autoproteolysis was measured in cell culture supernatants, whereas pro-IL-1β, pro-IL-18, p-IκB, IκB, p-ERK, ERK, COX2 and β-actin were detected in cell lysates by immunoblotting (IB). (I-K) WT BMDMs (1 x10^6^ cells) were pre-treated with indicated concentrations of cytochalasin D for 30 minutes followed by *A*. *phagocytophilum* infection (MOI50) for 18 hours. The levels of (I) IL-1β and (J) IL-6 in cell culture supernatants were measured by ELISA. (K) Caspase-1 autoproteolysis was detected in cell culture supernatants. pro-IL-1β, pro-IL-18 and β-actin were detected in cell lysates with SDS-PAGE immunoblot (IB). One-way ANOVA-Tukey and Student’s t test. *P < .05; NS, not significant. (-) non-stimulated.

*A*. *phagocytophilum* does not synthesize LPS or peptidoglycans [8, 9, 11]. Therefore, one interesting immunological question pertains to the host molecule that induces NF-κB activation upon infection. We reasoned that RIPK2 could be this master regulator. This hypothesis rested on four findings. First, RIPK2 activates NF-κB signaling and mitogen activated protein (MAP) kinases upon infection [13]. Second, *A*. *phagocytophilum* interacts with the host endoplasmic reticulum (ER) [39], which may exert RIPK2 activity in the absence of peptidoglycans due to cellular stress [40]. Third, COX2 expression is regulated through a signaling cascade that converges at the MAP kinase and the NF-κB pathways [41]. Fourth, mice deficient in RIPK2 are susceptible to *A*. *phagocytophilum* infection and secrete reduced levels of IL-18 in the peripheral blood [14]. Accordingly, *ripk2* ^*-/-*^ macrophages exhibited a defect in NF-κB and MAP kinase signaling, which led to decreased translation of COX2, pro-IL-1β and IL-6 secretion (Fig 8G and 8H). RIPK2 activity also affected PGE_2_ release and caspase-1 autoproteolysis upon *A*. *phagocytophilum* infection, as indicated by reduced levels of PGE_2,_ IL-1β, IL-18 and caspase-1 activation in cell culture supernatants of *ripk2* ^*-/-*^ macrophages (Fig 8E, 8F and 8H and S4B Fig). Finally, *A*. *phagocytophilum* internalization was important for PGE_2_ release and NLRC4 inflammasome activation, as demonstrated in our experiments with cytochalasin D, a potent mycotoxin that inhibits actin polymerization (Fig 8I–8K and S4C and S4D Fig). Collectively, we identified RIPK2 as a major regulator of the innate immune response against *A*. *phagocytophilum*.

### The PGE_2_-EP3 receptor regulates activation of the NLRC4 inflammasome upon *A*. *phagocytophilum* infection

We then blunted the PGE_2_ signaling cascade with chemical antagonists that bind covalently to the four PGE_2_ receptor subtypes (EP1-EP4) [30] and compared our findings with *Salmonella*. We observed that inhibition of the PGE_2_-EP3 receptor significantly decreased IL-1β and IL-18 release, and caspase-1 activation, but not IL-6 secretion upon *A*. *phagocytophilum* infection (Fig 9C–9E and S5 Fig). The EP3 receptor for PGE_2_ is sensitive to pertussis toxin (PT) [42]. Macrophages pre-treated with PT and then stimulated with *A*. *phagocytophilum* also resulted in inhibition of the NLRC4 inflammasome (S5A–S5D Fig). Importantly, the catalytically inactive pertussis toxin (PT*), with a two amino acid substitution (9K129G) [43], did not block PGE_2_ signaling upon *A*. *phagocytophilum* colonization (S5A–S5D Fig). Next, we took advantage of the *ep3* ^-/-^ mice and showed that in the absence of the EP3 receptor molecule, *A*. *phagocytophilum* did not induce caspase-1 activation and IL-1β and IL-18 secretion by macrophages (Fig 9F–9I). Conversely, lack of the PGE_2_-EP3 receptor did not affect the NLRC4 inflammasome induced by *Salmonella* (Fig 9J–9M and S6 Fig).

**Fig 9:**
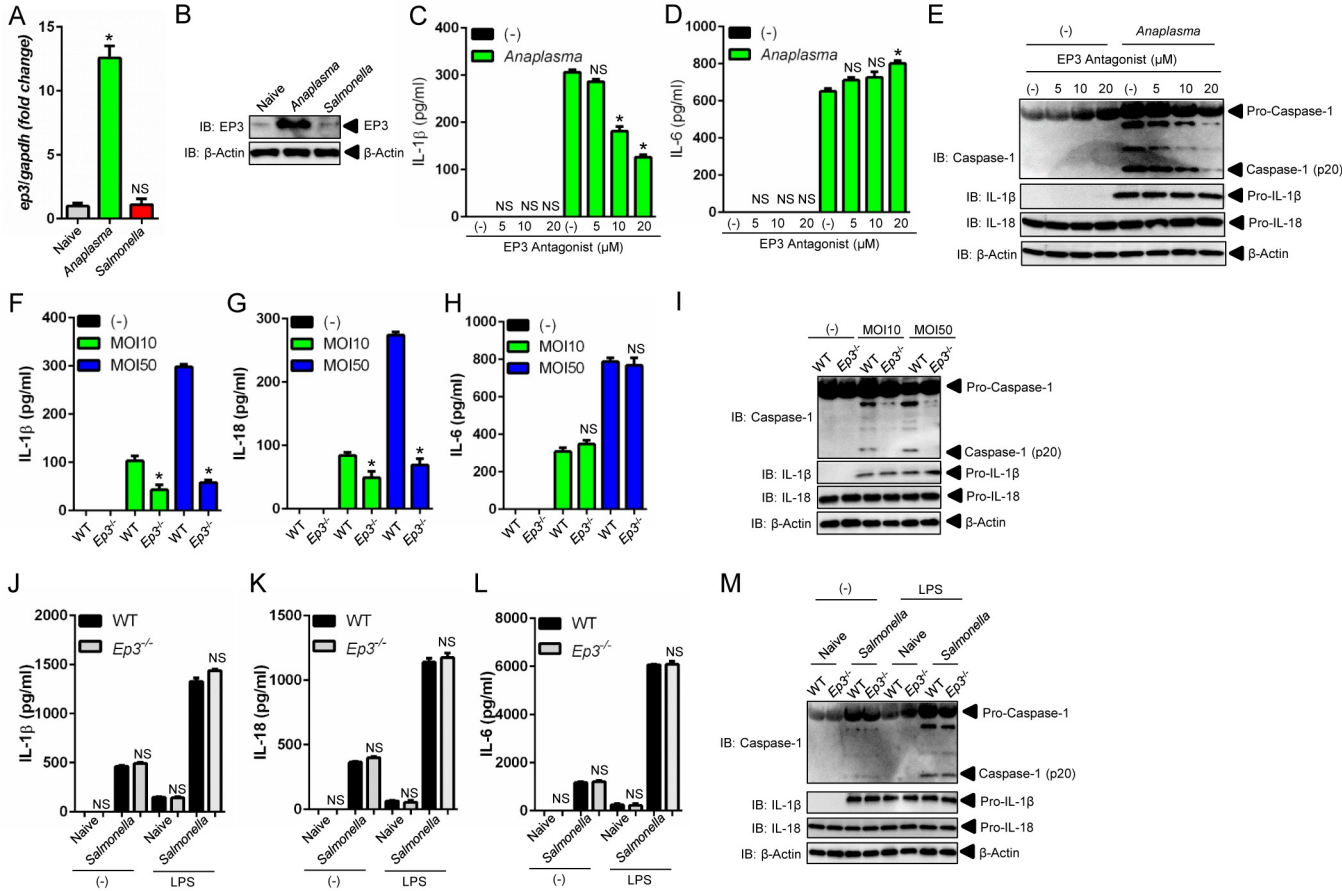
The PGE_2_-EP3 axis regulates activation of the NLRC4 inflammasome upon *A*. *phagocytophilum* infection. (A-B) Wildtype (WT) BMDMs (1 x10^6^ cells) were infected with *A*. *phagocytophilum* (MOI50) for 18 hours or *Salmonella* (MOI25) for 1 hour. RNA and protein levels of the PGE_2_-EP3 receptor was measured by qRT-PCR and western blot (IB). β-actin was also detected in cell lysates. (C-E) WT BMDMs (1 x10^6^ cells) was pre-treated with the EP3 antagonist (L-798106) for 30 minutes at indicated concentrations followed by *A*. *phagocytophilum* colonization (MOI50) for 18 hours. The levels of (C) IL-1β and (D) IL-6 were measured in cell culture supernatants by ELISA. (E) Caspase-1 autoproteolysis in cell culture supernatants. pro-IL-1β, pro-IL-18 and β-actin were detected in cell lysates by SDS-PAGE immunoblots (IB). (F-H) WT and *Ep3* ^-/-^ BMDMs (1 x10^6^ cells) were infected with *A*. *phagocytophilum* (MOI 10/50) for 18 hours. The levels of (F) IL-1β, (G) IL-18 and (H) IL-6 in culture supernatants were measured by ELISAs. (I) Caspase-1 autoproteolysis in cell culture supernatants. pro-IL-1β, pro-IL-18 and β-actin were detected in cell lysates by SDS-PAGE immunoblots (IB). (J-M) Naïve or LPS-primed (50 ng/ml) WT and *Ep3* ^-/-^ BMDMs (1 x10^6^ cells) were infected with *Salmonella* (MOI25) for 1 hour. The levels of (J) IL-1β, (K) IL-18 and (L) IL-6 in cultured supernatants were measured by ELISA. (M) Caspase-1 autoproteolysis in cell culture supernatants. pro-IL-1β, pro-IL-18 and β-actin were detected in cell lysates by SDS-PAGE immunoblots (IB). Student’s t test and ANOVA-Tukey. *P < .05; NS, not significant. (-) non-stimulated.

PGE_2_ exerts its actions by acting on G-protein-coupled receptors (GPCRs). PGE_2_ binds to the EP3 receptor, which inhibits the membrane associated adenylyl cyclase via Gαi [44]. This signaling relay decreases cytosolic cyclic AMP (cAMP) production, as adenylyl cyclase catalyzes the conversion of adenosine triphosphate (ATP) to cAMP [44] (S8 Fig). We validated these observations with sulprostone, an EP3 agonist and positive control in our assays (S7A Fig). Consistently, *A*. *phagocytophilum* colonization of macrophages led to reduced production of cAMP (S7A Fig). Moreover, pharmacological blockade of the PGE_2_-EP3 receptor via the EP3 antagonist or PT hindered the inhibition of cAMP by *A*. *phagocytophilum* (S7A Fig).

Next, we showed that membrane, but not soluble, adenylyl cyclase modulated the *A*. *phagocytophilum*-induced NLRC4 inflammasome. Forskolin, a selective inhibitor of the membrane-associated adenylyl cyclase [45], inhibited IL-1β, IL-18 and caspase-1 autoproteolysis during *A*. *phagocytophilum* infection of macrophages (S7B–S7E Fig). On the other hand, pre-treatment of macrophages with KH7, a specific pharmacological inhibitor of soluble adenylyl cyclase [45], did not affect NLRC4 inflammasome function during *A*. *phagocytophilum* infection (S7F–S7I Fig). Altogether, these findings: (*i*) indicated that the PGE_2_-EP3 axis is critical for the NLRC4 inflammasome elicited by *A*. *phagocytophilum*; and (*ii*) explained why *Salmonella* is unable to trigger a similar pathway when compared to *A*. *phagocytophilum*. This was likely due to reduced expression of the EP3 receptor during *Salmonella* infection of macrophages (Fig 9A and 9B).

### Mice deficient in COX2 are susceptible to *A*. *phagocytophilum*

To prove that the results obtained *in vitro* could also be observed *in vivo*, we then infected mice deficient in COX2 (*Ptgs2*) with *A*. *phagocytophilum*. *Ptgs2*-deficient animals were more susceptible to *A*. *phagocytophilum* infection (Fig 10A) and exhibited reduced levels of IL-18 in the peripheral blood when compared to the wildtype mice (Fig 10B). As previously seen, no detectable levels of IL-1β were observed in the blood of *A*. *phagocytophilum*-infected mice [25]. These findings agreed with our prior publications, showing that IL-18 release mediated by RIPK2 and the NLRC4 inflammasome regulates interferon (IFN)-γ production by CD4^+^ T cells upon *A*. *phagocytophilum* infection [14, 25]. COX2 (*Ptgs2*)-deficient mice infected with *A*. *phagocytophilum* also revealed lower levels of PGE_2_, PGD_2_, TBXA_2_ and splenomegaly (Fig 10C–10G). COX2 (*Ptgs2*)-deficient animals had increased cellular infiltration in the red pulp and damage to the splenic architecture upon *A*. *phagocytophilum* infection (Fig 10H). In sum, these results showed that COX2 is critically important for *A*. *phagocytophilum* infection *in vivo*.

**Fig 10:**
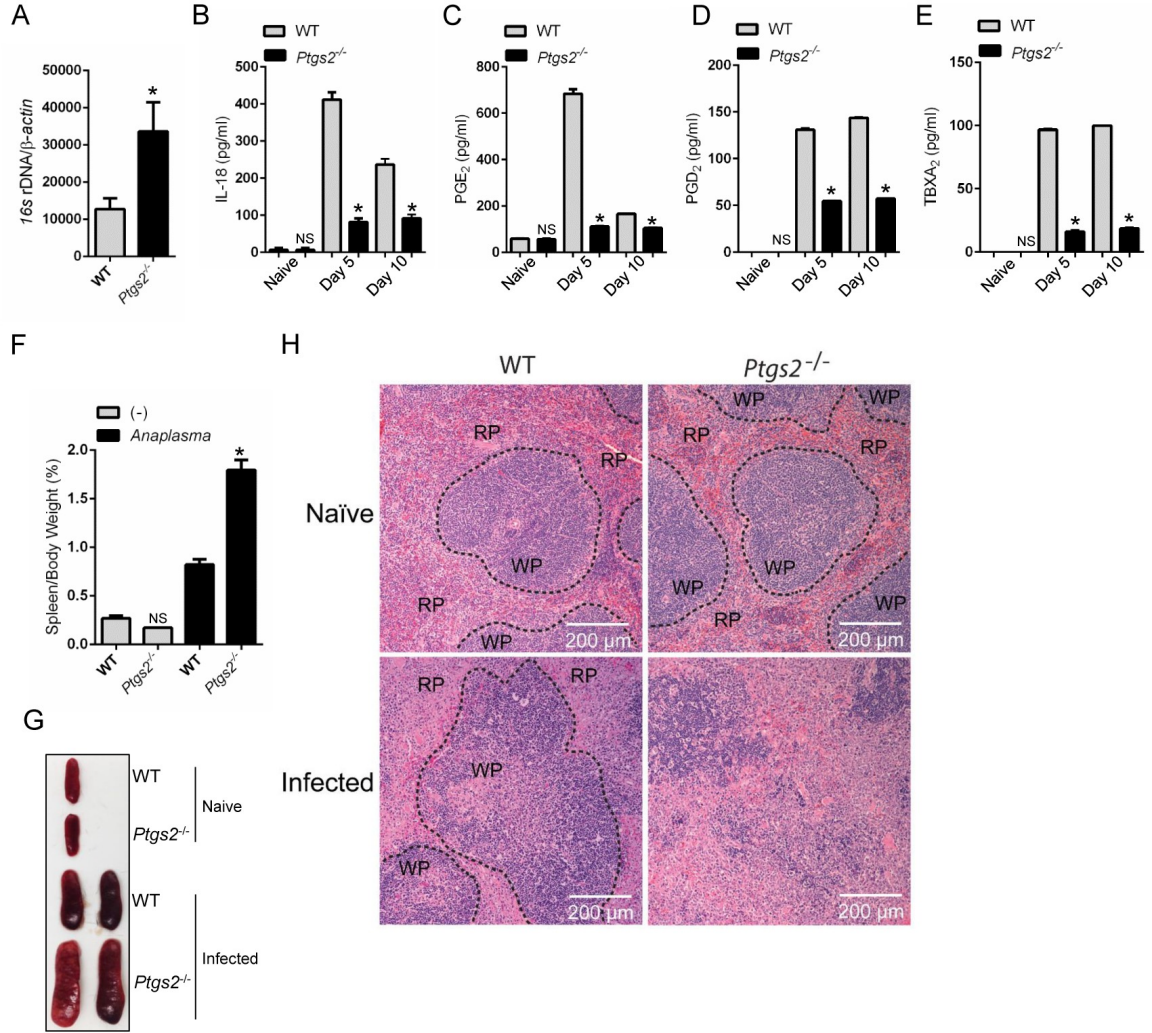
COX2 restricts *A*. *phagocytophilum* infection *in vivo*. *A*. *phagocytophilum* infection of WT (n = 20) and COX2 (*ptgs2)* ^-/-^ (n = 10) mice. Bacterial load in the (A) peripheral blood of infected mice at day 15. (B) IL-18, (C) PGE_2_, (D) PGD_2_ and (E) TBXA_2_ release in the serum of infected animals. (F-G) Splenomegaly for COX2 (*ptgs2* ^-/-^) mice infected with *A*. *phagocytophilum*. (H) Splenic architecture depicting the red (RP) and the white (WP) pulp during *A*. *phagocytophilum* infection. One-way ANOVA-Tukey; Student t test; *P < 0.05. NS–not significant. (-) non-stimulated.

## Discussion

The NLRC4 inflammasome is currently thought to only recognize components of the bacterial T3SS and flagellin [18–24]. Other inflammasomes, however, such as the NLRP3 scaffold, sense a wide-range of molecular structures leading to caspase-1 activation and cytokine secretion [16]. We hypothesized that an alternative signaling cascade for the NLRC4 inflammasome must exist because mice deficient in NLRC4 are susceptible to *A*. *phagocytophilum* infection [25], an obligate intracellular rickettsial bacterium that does not have a T3SS and flagellin [11]. Furthermore, *Annexin a2*-deficient mice were more susceptible to *A*. *phagocytophilum* infection and showed splenomegaly, thrombocytopenia and monopenia [28]. Macrophages deficient in Annexin A2, a phospholipid-binding protein, secreted significantly smaller amounts of IL-1β and IL-18 and had a defect in NLRC4 inflammasome oligomerization and caspase-1 activation [28]. In contrast, *Annexin a2* ^-/-^ macrophages released IL-1β, IL-18, and IL-6 at wild-type levels when infected with *Salmonella*, a canonical NLRC4 agonist [28].

We provide unequivocal evidence that two distinct signaling pathways occur for NLRC4 inflammasome activation within the cell: one termed classical (*i*.*e*., stimulated by *Salmonella*) and another referred to as alternative (*i*.*e*. described here, responding to *A*. *phagocytophilum*). Given how inflammasome biology intersects with a growing number of disciplines, we reason that these findings are conceptually valuable because we reveal that eicosanoid receptors in immune cells activate diverging signaling cascades. For instance, both *A*. *phagocytophilum* and *Salmonella* lead to PGE_2_ production by macrophages. However, *Salmonella* is unable to activate the eicosanoid-dependent NLRC4 inflammasome pathway because it does not induce PGE_2_-EP3 receptor expression.

PGE_2_ is likely acting in an autocrine/paracrine manner to drive NLRC4 inflammasome activation upon *A*. *phagocytophilum* infection. This is based on the evidence that *A*. *phagocytophilum* infection upregulates the EP3 receptor, which is known to elicit PGE_2_ signaling in a cell-intrinsic manner [30, 35]. Alternatively, PGE_2_ may also affect the function of “bystander” cells in a paracrine manner given that our exogenous PGE_2_ “add-back” assays restored NLRC4 inflammasome activity in *A*. *phagocytophilum*-infected cells.

Can rickettsial agents be used to uncover broader principles of immune sensing? The answer to this question may have to deal with the biology of these organisms. Rickettsial agents differ greatly in terms of how they invade and replicate within the mammalian host when compared to other bacteria commonly used to study microbial immunity. Their obligate intracellular life style, coupled to the intense selective pressure to survive both in the arthropod vector and the mammalian host [1, 2] suggests that these microbes have to employ extreme measures to conceal themselves from the immune system. This reasoning may explain why *A*. *phagocytophilum* triggers such a distinct pathogen-recognition mechanism when compared to other bacteria.

In summary, we discovered a novel mode of NLRC4 inflammasome activation triggered by the rickettsial bacterium *A*. *phagocytophilum*. We revealed that some microbial pathogens lacking the T3SS and flagellin activate the NLRC4 inflammasome. We also illustrated how this protein scaffold distinguishes bacterial infection within the cell. Altogether, our findings suggest that there are broader yet-to-be discovered principles of microbial sensing in the context of NLRC4 inflammasome biology.

## Materials and Methods

### Mice and bacteria

Breeding and experiments were performed in strict compliance with guidelines set forth by the National Institutes of Health (Office of Laboratory Animal Welfare [OLAW] assurance number A3200-01). Procedures were approved by the Institutional Biosafety (IBC:00002247) and Animal Care and Use (IACUC:0413017 and 0216015) committees at the University of Maryland, Baltimore. *Ripk2* ^-/-^ (007017), C57BL/6 (000664) and *Ptgs2* ^-/-^ (COX2) mice (008101) were purchased from Jackson Laboratories. Femurs from *mPGES1* ^-/-^ [29] and *Ep3* ^-/-^ [46] mice were a gift from Leslie Crofford and Richard Breyer at Vanderbilt University School of Medicine. *Tlr4* ^-/-^ and *cPla2* ^*-/-*^ mice were previously described [47, 48]. Mice were gender matched and at least 6–10 weeks of age. BMDMs were generated, as previously described [27]. Culturing for the *A*. *phagocytophilum* strain HZ and calculations were described elsewhere [27]. *Salmonella* strain SL1344 was a gift from Dr. Stefanie Vogel at the University of Maryland, Baltimore School of Medicine. *Salmonella* was grown in HS media at 37°C and enumerated, as previously described [49]. Cell cultures were tested and determined to be *Mycoplasma*-negative through a commercially available PCR kit (Southern Biotech -13100-01).

### Chemical reagents

LPS (50ng/ml) was purchased from InvivoGen. Nigericin (10μM), indomethacin (100 nM) and celecoxib (0.1μM to 10 μM) were purchased from Sigma-Aldrich. AA861 (1μg/ml) and PD146176 (1μg/ml) were purchased from BioMol International. CAY10526 (10010088), KH7 (13243), Forskolin (11018), Cytochalasin D (11330), PGE_2_ (14010), PGD_2_ (12010) and U46619 (thromboxane A2 analogue, 16450) were purchased from Cayman Chemicals. The PGE_2_ receptor antagonists EP1–1μM (SC51089), EP2–5μM (AH6809) and EP4–5μM (ONO-AE3-208) were purchased from Cayman Chemical, whereas the antagonist for the PGE_2_ EP3–10μM (L-798106) and the PGE_2_ EP3 receptor agonist (sulprostone—3μM) was purchased from Sigma. The inhibitors for the phospholipases cPLA2 (AACOCF3), sPLA2 (LY315920), PLC (U73122) and PLD (FIPI) were purchased from Tocris Bioscience. Pertussis toxin (PT) and the catalytically inactive pertussis toxin (PT*) with a two amino acid substitution (9K129G) were described previously [43, 50].

### Bacterial infection of macrophages

1×10^6^ BMDMs were seeded into 24-well plate in 300 μl of media containing 5% fetal bovine serum (FBS) overnight prior to the challenge by either *A*. *phagocytophilum* (MOI 10 and 50) or *Salmonella* (MOI 25) for 1 hour. 50ng/ml of LPS was used for cell priming at 37°C and 5% CO_2_ for 30 minutes during *Salmonella* infection. LPS-primed cells were washed twice extensively followed by the addition of bacteria. In inhibition assays, 1×10^6^ WT and genotype-deficient BMDMs were pre-treated with pharmacological inhibitors at indicated time and concentrations followed by the stimulation with *A*. *phagocytophilum* (MOI 10 and 50) overnight or *Salmonella* (MOI 25) for 1 hour. For the *Ptgs2* ^-/-^ and *mPGES1* ^-/-^ “add-back” experiments, 1×10^6^ WT and deficient cells were infected with *A*. *phagocytophilum* (MOI 50) for 4 hours followed by the addition of the respective eicosanoid at indicated concentrations for 18 hours. After infection, cultured supernatants and cell lysates collected from each well were used for ELISA and immunoblot assays.

### Native polyacrylamide gel electrophoresis

Equal amounts of supernatants were mixed with the native sample buffer (62.5 mM Tris-HCl, 40% glycerol, 0.01% bromophenol blue, pH 6.8), loaded into 4–15% Mini-PROTEAN TGX Precast Gels and run at 200 volts for 2 hours in 1×Tris/Glycine native running buffer (25 mM Tris, 192 mM glycine, pH8.3). NativeMark Unstained Protein Standard (Invitrogen) was visualized with Gel Code Blue Safe Protein Stain solution (Thermo Scientific).

### Immunoblotting

Cell lysates were prepared in radioimmunoprecipitation (RIPA) lysis buffer (Boston Bioproducts) with Halt Protease Inhibitor Cocktail (Thermo Scientific) and PhosSTOP (Roche Applied Science). 4–15% Mini-PROTEAN TGX precast gels were run at 200 volts for 30 minutes in the 1×Tris-Glycine-SDS running buffer (Boston Bioproducts). Transfer was performed using the Bio-Rad Trans-Blot Turbo with either polyvinylidene fluoride (PVDF) or nitrocellulose membranes (Bio-Rad). Membranes were blocked in 5% skim milk or BSA (Bio-Rad). Western blot antibodies for caspase-1 (1:1000, Millipore 06–503 or 06-503-I, 1:1,000, Proteintech 22915-1-AP; 1:2000 Genentech 4175, cell line 4B4.2.1, or 1:1000, AdiPoGen International AG-20B-0042), NLRC4 (1:1000, Millipore, 06–1125), IL-1β (1:1000 R&D Systems and Cell Signaling, AF401-NA and 12426S), IL-18 (1:1000, MBL JM-5180-100), β-actin (1:1000, Sigma A2103), COX2 (1:1000, Cell Signaling 12282), phospho-IκB-α (1:1000, Cell Signaling 9246s), p-ERK (1:400, Cell Signaling 4370), ERK (1:1000, Cell Signaling 9102), IκB-α (1:1000, Cell Signaling 4812), PTGER3 (1:1,000, Abcam ab117998), anti-mouse horseradish peroxidase (HRP), anti-goat HRP, anti-rabbit HRP (1:5000, Abcam ab97046, ab97110 and ab97051, respectively), anti-rat HRP (1:5000 Abcam and Santa Cruz Biotechnology, ab97057 and sc-2006) were used. A rabbit polyclonal antibody raised against *A*. *phagocytophilum* [51] was kindly provided by Erol Fikrig at Yale University School of Medicine (1:2,000). Enhanced chemiluminescence (ECL) western blotting substrate and Super Signal West Pico Chemiluminescent substrate were used (Thermo Scientific). Restore Western Blot Stripping Buffer was used for the stripping of antibodies on the blots (Thermo Scientific).

### ELISA

IL-1β and IL-6 were measured with the BD OptEIA Set (BD Biosciences). IL-18 capture (1:1,000, D047-3) and detection antibodies (1:2,000, D048-6) were purchased from MBL. PGE_2_ was measured with the ELISA kit (Enzo Life Sciences). PGD_2_ was measured with the ELISA kit (Cayman Chemicals). Thromboxane A_2_ was measured with the Mouse Thromboxane A_2_ ELISA Kit (Abbexa).

### Quantitative RT-PCR

Quantitate RT-PCR was performed using the Power SYBR Green PCR Master Mix (Invitrogen) in an ABI 7500 real-time PCR instrument. Primer sequences for *A*. *phagocytophilum* were as follows: 16S-F (5’-CAGCCACACTGGAACTGAGA-3’) and 16S-R (5’-CCCTAAGGCCTTCCTCACTC-3’). Gene expression was normalized by using the primers β-actin-F (5’-ACGCAGAGGGAAATCGTGCGTGAC-3’) and β-actin-R (5’-ACGCGGGAGGAAGAGGATGCGGCAGTG-3’). The absolute quantification method was used. For the PGE_2_-EP3 receptor quantification, PureLink RNA Mini Kit (Invitrogen) and the Verso cDNA synthesis Kit (Thermo Scientific) were used. Gene expression was normalized by using the primers GAPDH-F (5’-TGATGACATCAAGAAGGTGGTGAAG-3’) and GAPDH-R (5’-TCCTTGGAGGCCATGTGGGCCAT-3’). Primer sequences for the EP3 receptor were as follows: EP3-F (5’-GGTTCCTGTGAAGGACTGAAGAC-3’) and EP3-R (5’-AAGGTTCTGAGGCTGGAGATA-3’). The relative quantification method (fold changes) was used.

### Enzymatic assays

15×10^6^ wildtype cells were stimulated with *A*. *phagocytophilum* (MOI 25) overnight. Cells were scraped followed by sonication. COX1/2 enzymatic assays were performed with COX activity assay kit (Cayman Chemicals), whereas cPLA_2_ activity was measured following instructions by the manufacturer (Abnova). Arachidonic acid levels were measured according to the instructions of the ELISA kit (MyBiosource). cAMP was measured by using the cyclic AMP XP Assay Kit (Cell Signaling Technology).

### Illumina sequencing and bioinformatics

BMDMs were grown into 6-well culture plates at 7×10^6^ per well. Cells were stimulated with *A*. *phagocytophilum*. Uninfected BMDMs were used as controls and the experiment was performed in triplicate. Total RNA was isolated with the PureLink RNA Mini Kit (Invitrogen). Illumina Sequencing was performed at the University of Maryland, Baltimore. Briefly, Illumina RNAseq libraries were prepared with the TruSeq RNA Sample Prep kit (Illumina, San Diego, CA). The indexed libraries were pooled and sequenced using the HiSeq platform (Illumina) for the mouse samples in order to generate 101 base pair reads. The reads were further trimmed due to low quality at the trailing 3' end. These trimmed paired end reads were populated into 2 separate FASTQ format files and the quality of the reads was tested using the FastQC toolkit to ensure quality of the sequencing reads.

The RNA sequencing reads were used as input for the TopHat read alignment tool to be aligned to the mouse genomic reference sequence (Ensembl GRCm38 version) for each of the samples. The reference genomic sequences for the GRCm38 genome build were downloaded from the Ensembl resources. The output from TopHat was obtained as BAM format files. In the alignment phase, we allowed up to two mismatches per 30 base pair segment and removed reads that aligned to more than 20 genomic locations. The BAM alignment files obtained from the TopHat alignment tool was analyzed to generate the alignment statistics for each sample, namely, the total number of reads, the number of mapped reads and the percent of mapped reads.

For the differential gene expression analysis, the alignment BAM files from TopHat were further utilized to compute gene expression levels and test each gene for differential expression. The mouse gene set reference annotation (version GRCm38) in GTF format was downloaded from the Ensembl resources. The number of reads that mapped to each gene described in the Ensembl annotation was calculated using the python package HTSeq-an alignment read count tool. The read count represented the expression of the gene. Differential gene expression analysis was conducted using the DESeq R package (available from Bioconductor). The DESeq analysis resulted in the determination of differentially expressed genes. DESeq utilized the read counts provided by the HTSeq read count tool. The read counts for each sample were normalized for sequencing depth and distortion caused by highly differentially expressed genes. The negative binomial model was used to test the significance of differential expression between two genotypes. The differentially expressed genes were deemed significant if the FDR (False Discovery Rate) was less than 0.01, the gene expression was above the 45th percentile and gene showed greater than 2-fold change difference (over expressed or under expressed) between conditions. 

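These thresholds were applied to limma's comparison of 3 infected with 3 uninfected cultures without SL2. The 45th percentile of mean RPKM over the 12 libraries was 0.00525, and 21548 genes lay above it. Of these, 1745 genes passed an adjusted p of 0.01 with a change above 2-fold, of which 840 were raised and 905 were lowered upon infection. With the replicate number as a block, 1637 genes passed. With a pseudocount of 1, 683 genes passed, and 2856 genes with 0.01. Limma's voom on the recovered reads, chosen after seeing the data, gave 3385 genes. Leaving out 1 culture at a time gave between 1657 and 1723 genes. Of the genes that passed, 555 overlap another gene that held more than 0.1 times their reads.
Of the genes that passed, had a mean of at least 1 RPKM in the higher group and showed no overlap between the values of the groups, the 5 with the largest rise were mostly small RNA genes. Their log2 fold changes were 5.35 for Gm27516 (chromosome 13, 31626446 to 31626543), 5.01 for Mir20a (chromosome 14, 115044157 to 115044263), 4.69 for Mir30d (chromosome 15, 68341208 to 68341289) and 4.57 for Mir155 (chromosome 16, 84714140 to 84714204). These 4 microRNA genes share reads with an overlapping gene, so that their RPKM may not stand for the microRNA. Mir20a is listed at 0 RPKM in all 3 uninfected cultures. Over the alternatives set before the data were examined, Mir20a ranged from 2.04 to 8.29, Gm27516 from 2.71 to 7.69 and Mir155 from 2.12 to 6.86. The rank of these genes therefore depends on the setting. Mir155 did not pass with the replicate number as a block, with a pseudocount of 0.01 or with most single cultures left out (7 of 16 alternatives). The gene listed as ENSMUSG00000095326, which has no symbol or position in the annotation used, rose from 1.49 ± 0.374 to 43.9 ± 9.77 RPKM (SD, n = 3).
The largest falls included 2 protein-coding genes with little sharing of reads. C5ar1, which encodes the receptor of complement C5a and lies on chromosome 7 from 16246743 to 16259540, fell from 8.06 ± 0.282 to 0.273 ± 0.0308 RPKM (SD, n = 3), with a log2 fold change of -4.53 (standard error 0.05, adjusted p = 7.1e-06 from limma). Tlr8, a Toll-like receptor gene on chromosome X from 167242696 to 167264329, fell from 2.27 ± 0.102 to 0.0467 ± 0.0124 RPKM, with a log2 fold change of -4.07 (standard error 0.07, adjusted p = 8.2e-06 from limma). The small RNA genes Mir7649 (chromosome 6, 128974840 to 128974895), Gm26473 (chromosome 7, 16234738 to 16234864) and Gm27883 (chromosome 16, 19883799 to 19883900) had log2 fold changes of -4.41, -4.22 and -4.01, and each shares reads with an overlapping gene. Gm27883 did not pass with the replicate number as a block or with a pseudocount of 0.01.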

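Principal components were computed over the 21548 genes above the expression threshold in all 12 libraries, with log2(RPKM + 0.1) centred per gene. The first component held 66.0% of the variance and the second 6.25%. Uninfected BMDMs lay between -47.7 and -41.3 on the first component, with or without SL2, and infected BMDMs between 43.4 and 46.2, so that all 6 infected libraries were separated from all 6 uninfected libraries. Uninfected libraries with SL2 lay between -23.1 and -10.6 on the second component and those without SL2 between 9.36 and 19.9. Infected libraries with SL2 lay between -12.2 and 2.35 and those without SL2 between -1.18 and 15.2, where the ranges overlapped. For each replicate number, the infected library with SL2 lay lower (-9.39 against -1.18, -12.2 against 15.2 and 2.35 against 7.62). The labels do not state whether the numbers are pairs. The first component held 75.6% of the variance over the 500 most variable genes and 81.8% with a pseudocount of 1, and separated infected from uninfected libraries in both. Across genes, which are not independent replicates, Pearson's r was between 0.992 and 0.994 for the 12 pairs of libraries of the same group, and between 0.965 and 0.971 for the 36 pairs of an infected and an uninfected library. For the 18 pairs that shared the infection state and differed in SL2 treatment it was between 0.99 and 0.993.

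**Figure D3:**
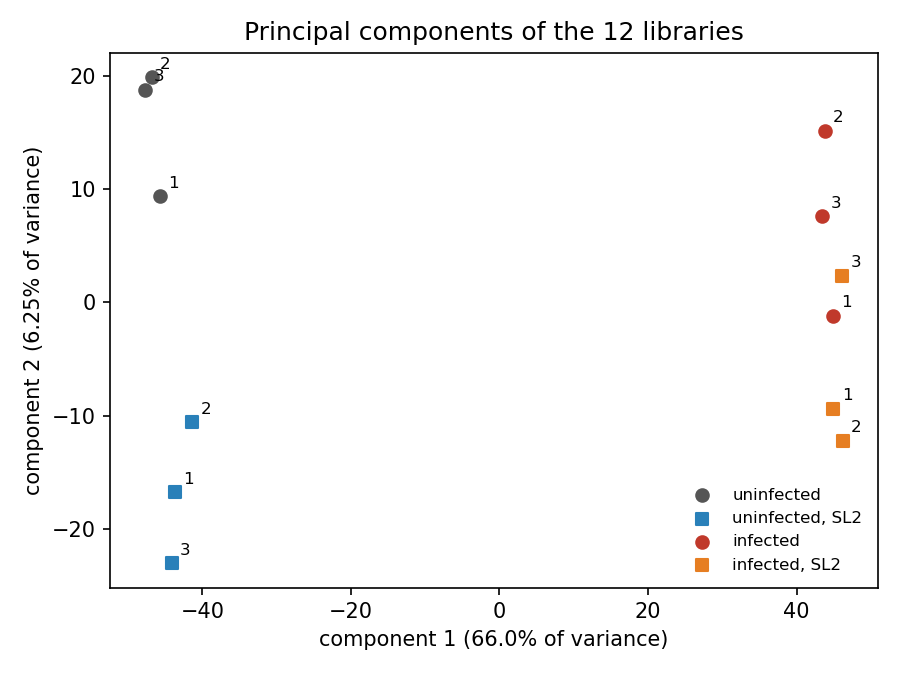
First (horizontal axis) and second (vertical axis) principal component of the 12 libraries, in units of the log2 scale. Circles are BMDMs without SL2 and squares with SL2, and numbers beside the symbols are replicate numbers. Uninfected libraries lie to the left, below -41.3 on the first component, and infected libraries to the right, above 43.4.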

Principal component analysis and other clustering methods were used to visualize the clustering of the replicates across samples. Heat maps were generated to illustrate the genes showing significant differences between multiple comparisons of the control and other infection and/or treatment conditions.

### *In vivo* infection

C57BL/6 (n = 20) and COX2 (*Ptgs2)* ^*-/-*^ (n = 10) mice were infected by intraperitoneal injection with *A*. *phagocytophilum* strain HZ (1×10^7^ cells). Blood samples were collected at days 0, 5 and 10 for the IL-18 ELISA. Spleens were removed, normalized to the body weight, and compared to those of non-infected mice. Spleens were fixed at day 15 post-infection with 10% neutral buffered formalin and embedded in paraffin wax. Sections (5 μm) were obtained and stained with hematoxylin and eosin. Measurement of *A*. *phagocytophilum* load was done at day 15 post-infection in the peripheral blood of infected animals using quantitative RT-PCR, as described above.

### Statistical analysis

All experiments in this study were performed with at least 2–5 replicates. All data were expressed as means ± standard errors of the means (SEM). The differences between groups were examined by either unpaired Student's *t* test or one-way analysis of variance (ANOVA). All statistical calculations and graphs were made by using GraphPad Prism version 6.0. *P* < 0.05 was considered statistically significant.

## Supporting Information

S1 Fig The *Salmonella*-induced NLRC4 inflammasome is not affected by inhibition of phospholipases. Wildtype (WT) BMDMs (1 x10^6^ cells) were pre-treated for 30 minutes with inhibitors of secreted PLA_2_ (sPLA_2_) (LY315920–10μM), cPLA_2_ (AACOCF3–10μM), phospholipase C (PLC) (U73122–10μM) and phospholipase D (PLD) (FIPI– 0.3μM). Cells were then primed with LPS (50ng/ml) and infected with *Salmonella* (MOI25) for 1 hour. (A) IL-1β, (B) IL-18 and (C) IL-6 were measured in cell culture supernatants by ELISA. (D) SDS-PAGE immunoblot (IB) of caspase-1 p20. (E-G) BMDMs from wildtype (WT) or cPLA_2_-deficient mice (1 x10^6^ cells) were infected with *Salmonella* (MOI25) for 1 hour. Levels of (E) IL-1β and (F) IL-6 were measured in cell culture supernatants by ELISA. (G) SDS-PAGE followed by immunoblot (IB) of caspase-1 p20 in the supernatants. pro-IL-1β and pro-IL-18 detected in lysates. ANOVA-Tukey. *P < 0.05. NS–not significant. (-), non-stimulated.
(TIF) Click here for additional data file.

S2 Fig COX2 does not influence canonical inflammasome activation. BMDMs from wildtype (WT) and COX2 (*Ptgs2*)-deficient mice (1 x10^6^ cells) primed with LPS (50ng/ml) for 1 hour and infected with *Salmonella* (MOI25–1 hour) or stimulated with nigericin (10μM– 18 hours). (A) PGE_2,_ (B) IL-1β**,** (C) IL-18 and (D) IL-6 release in cell culture supernatants was measured by ELISA. (E) Caspase-1 native gel immunoblotting (IB). (F) SDS-PAGE/Western blot indicating caspase-1 autoproteolysis (p20). Student’s t test. *P< 0.05. β-actin and pro-IL-18 used as loading controls.
(TIF) Click here for additional data file.

S3 Fig PGE_2_ does not affect IL-6 secretion during *A*. *phagocytophilum* infection. (A) *Ptgs2* ^-/-^ BMDMs (1 x10^6^ cells) were infected with *A*. *phagocytophilum* for 4 hours followed by addition of PGE_2_ (10 μM), PGD_2_ (10 μM) or TBXA_2_ (10 μM) for 18 hours. IL-6 was measured in the cell culture supernatants by ELISA. (B) Wildtype (WT) BMDMs (1 x10^6^ cells) were pre-treated with the mPGES1 inhibitor CAY10526 at indicated concentrations for 30 minutes followed by *A*. *phagocytophilum* infection (MOI50) for 18 hours. IL-6 was measured in the cell culture supernatants by ELISA. (C) *mPGES1* ^-/-^ BMDMs (1 x10^6^ cells) were infected with *A*. *phagocytophilum* for 4 hours followed by addition of PGE_2_ (10 μM). IL-6 was measured in the cell culture supernatants by ELISA. One-way ANOVA-Tukey. NS, not significant. (-) non-stimulated.
(TIF) Click here for additional data file.

S4 Fig PGE_2_ and IL-18 secretion is dependent on *A*. *phagocytophilum* internalization and RIPK2 function in macrophages. (A) Wildtype (WT) BMDMs (1 x10^6^ cells) were infected with *A*. *phagocytophilum* (MOI50). Cell culture supernatants were collected at indicated time points post-infection. The levels of (A) IL-18 was measured in cell culture supernatants by ELISA. (B) BMDMs from wildtype (WT) and *Ripk2* ^-/-^ mice were infected with *A*. *phagocytophilum* (MOI50) (1 x10^6^ cells) for 18 hours. The levels of IL-18 were measured in cell culture supernatants by ELISA. (C-D) WT BMDMs (1 x10^6^ cells) were pre-treated with indicated concentrations of cytochalasin D for 30 minutes followed by *A*. *phagocytophilum* infection (MOI50) for 18 hours. The levels of (C) PGE_2_ and (D) IL-18 in cell culture supernatants was measured by ELISA. One-way ANOVA-Tukey; Student’s t test. *P < .05. NS, not significant. (-) non-stimulated.
(TIF) Click here for additional data file.

S5 Fig The EP3 receptor modulates NLRC4 inflammasome activity upon *A*. *phagocytophilum* infection. Wildtype (WT) BMDMs (1 x10^6^ cells) were pre-treated for 30 minutes with antagonists of PGE_2_ receptors: (1)–(naïve); (2) (EP1–1μM) (SC51089); (3) (EP2–5μM) (AH6809); (4) (EP3–10μM) (L-798106); (5) (EP4–5μM) (ONO-AE3-208); (6) active (PT– 0.1μg/ml) and (7) catalytically inactive (PT*– 0.1 μg/ml) pertussis toxin and stimulated with (A-D) *A*. *phagocytophilum* (MOI50) for 18 hours. The levels of (A) IL-1β, (B) IL-18 and (C) IL-6 release in cell culture supernatants were measured by ELISA. (D) Caspase-1 autoproteolysis immunoblotting (IB). pro-IL-1β and pro-IL-18 were detected in cell lysates. (E-I) WT BMDMs (1 x10^6^ cells) were pre-treated for 30 minutes with the EP3 antagonist or pertussis toxin at indicated concentrations for 30 minutes followed by *A*. *phagocytophilum* infection (MOI50) for 18 hours. (E, G) IL-18; (F) IL-1β and (H) IL-6 release in cell culture supernatants were measured by ELISA. (I) Caspase-1 autoproteolysis immunoblotting (IB). pro-IL-1β and pro-IL-18 were detected in cell lysates. ANOVA-Tukey. *P < 0.05. NS–not significant. (-), non-stimulated.
(TIF) Click here for additional data file.

S6 Fig The EP3 receptor does not regulate the activity of the canonical NAIP/NLRC4 inflammasome induced by *Salmonella* infection. WT BMDMs (1 x10^6^ cells) primed with LPS (50ng/ml) were pre-treated for 30 minutes with antagonists of PGE_2_ receptors: (1)–(naïve); (2) (EP1–1μM) (SC51089); (3) (EP2–5μM) (AH6809); (4) (EP3–10μM) (L-798106); (5) (EP4–5μM) (ONO-AE3-208); (6) active (PT– 0.1μg/ml) and (7) catalytically inactive (PT*– 0.1 μg/ml) pertussis toxin and stimulated with (A-C) *Salmonella* (MOI25) for 1 hour. The levels of (A) IL-1β and (B) IL-18 release in cell culture supernatants were measured by ELISA. (C) Caspase-1 autoproteolysis immunoblotting (IB). pro-IL-1β and pro-IL-18 were detected in cell lysates. One way ANOVA-Tukey; NS–not significant. (-) non-stimulated.
(TIF) Click here for additional data file.

S7 Fig Membrane-associated adenylyl cyclase modulates the *A*. *phagocytophilum*-induced NLRC4 inflammasome. (A) Wildtype (WT) BMDMs (1 x10^6^ cells) were pre-treated with the EP3 agonist sulprostone (3μM), the EP3 antagonist L-798106 (10μM), or active pertussis toxin (PT– 0.1μg/ml) for 30 minutes followed by *A*. *phagocytophilum* (MOI50) infection for 18 hours. cAMP levels were measured. (B-I) WT BMDMs (1 x10^6^ cells) were pre-treated with the selective (B-E) membrane (Forskolin) or (F-I) soluble (KH7) adenylyl cyclase inhibitors at indicated concentrations for 30 min followed by *A*. *phagocytophilum* colonization (MOI50) for 18 hours. The levels of (B, F) IL-1β, (C, G) IL-18 and (D, H) IL-6 in the cell culture supernatants were measured by ELISA. (E, I) Caspase-1 autoproteolysis was detected with SDS-PAGE immunoblot (IB). Pro-IL-1β and pro-IL-18 were detected in cell lysates. One-way ANOVA-Tukey. *P < 0.05. NS–not significant. (-) non-stimulated.
(TIF) Click here for additional data file.

S8 Fig Schematic representation of the *A*. *phagocytophilum*-induced NLRC4 inflammasome. *A*. *phagocytophilum* infection and formation of the occupied vacuole (ApV) leads to disruption and molecular rearrangements within the cell [28]. (1) Cytosolic phospholipase A2 (cPLA_2_) releases (2) arachidonic acid from phosphatidylinositol 4,5-bisphosphate [PI(_4,5_)P_2_], the major polyphosphoinositide phospholipid present in the inner leaflet of the plasma membrane [52]. (3) Cyclooxygenase 2 (COX2) and microsomal PGE synthase-1 (mPGES1) [29] convert hydrolyzed arachidonic acid to prostanglandin E_2_ (PGE_2_). PGE_2_ exerts its actions by acting on G-protein-coupled receptors (GPCRs). PGE_2_ binds to the EP3 receptor, which inhibits the membrane associated adenylyl cyclase (AC) via Gαi (4). This signaling relay decreases cytosolic cyclic AMP (cAMP) production. Lower levels of cAMP induce the activation of the NLRC4 inflammasome (5). Receptor-interacting serine/threonine-protein kinase 2 (RIPK2) stimulates the production of pro-IL-1β via nuclear factor (NF)-κB signaling (6). RIPK2 also triggers formation of the NLRC4 inflammasome oligomer through COX2 up-regulation (7) via mitogen-activated protein kinase (MAPK) signaling [41]. Caspase-1 cleaves pro-IL-1β and pro-IL-18 leading to the release of mature cytokines (8).
(TIF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

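RNA was sequenced from C57BL/6 BMDMs in 4 groups of 3 cultures each: uninfected, infected with A. phagocytophilum, uninfected with SL2 and infected with SL2. Groups and replicate numbers were taken from the sample labels, and the MOI and time of infection from the legend of Fig 1A. The labels do not state whether replicates with the same number were prepared together.

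The authors trimmed the reads at their 3' end, aligned them with TopHat to Ensembl GRCm38 and removed reads with many alignments. They deposited RPKM values for 39179 Ensembl genes in each of the 12 libraries. For the paper's test of differential expression the authors used HTSeq read counts and DESeq, and those counts were not analysed here. The paper's text does not name the tool that computed the RPKM. Of the genes, 37693 (96.2%) are in GENCODE M21, a GRCm38 annotation from which symbols, positions and lengths were taken, and 9481 are listed at 0 in all libraries.

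The depth of each library was recovered from the steps between low RPKM values, which are multiples of 1 read when RPKM are multiplied by the genomic span of the gene. The share of low values that came out within 0.02 of a whole read was between 88.4% and 91.1% per library for genes with 1 exon. Of 19982 genes with fewer than 2000 reads, 15226 (76.2%) came out whole in all 12 libraries. The recovered depth was between 73816178 and 124762343 reads per library. The method was tested on simulated data and recovered the depth of 4 of 4 simulated libraries of 37693 genes with a largest error of 0%. Whether the authors counted reads or read pairs is not known. At this depth, a gene with a span of a kilobase or more is covered by many reads at 1 RPKM. For such genes the number of cultures limits the precision more than the number of reads. Short genes, such as the microRNA genes named here, have few reads at 1 RPKM, because the values are per kilobase of genomic span. For them the number of reads limits the precision too. PCR duplicates cannot be seen in RPKM values, so that reads are not all independent molecules.

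RPKM values were scaled between the libraries of each comparison by the median ratio to the geometric mean over genes above 0 in all of them (19371 genes over the 12 libraries), and log2(RPKM + 0.1) was compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a mean trend). Because the values are RPKM, a test on counts was not the first choice. Genes were tested when their mean RPKM over the 12 libraries was above the 45th percentile (0.00525 RPKM, 21548 genes). A gene passed with a Benjamini-Hochberg adjusted p below 0.01 and a change above 2-fold, the thresholds of the paper. The comparisons were infected with uninfected BMDMs, the same with SL2, SL2 with no SL2 in uninfected BMDMs and in infected BMDMs, each on 6 libraries, and the interaction of SL2 with infection on all 12 libraries. Single genes were also compared with exact two-sided permutation tests, in which 3 cultures against 3 cannot give a p below 0.1. On simulated data with 200 changed genes, all placed among genes with a mean of at least 0.5 RPKM, limma over 21548 genes recovered 185 (92.5%) of them for infection and 180 (90%) for the interaction and called 0 others. Each simulated change was set well above 2-fold in RPKM. Recovery of changes near 2-fold, or at lower expression, was not simulated.

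The comparisons, thresholds, rule for named genes and most alternatives were set before the data were examined. The genes named are the 17 genes of Fig 1A, 13 other genes whose products the paper studies, and the genes that passed with the largest changes: 5 up and 5 down for infection, and up to 3 up and 3 down for the other comparisons. The genes with the largest changes had to have a mean of at least 1 RPKM in the higher group and, outside the interaction, values that did not overlap between the groups. The alternatives were no scaling, quantile normalization, pseudocounts of 1 and 0.01, other expression filters, other settings of the variance prior, all 12 libraries in a single fit, each culture left out in turn, and an adjusted p below 0.05 without a fold threshold. In another alternative the replicate number entered as a block, with the pairing taken from the replicate numbers of the labels. After the data had been seen, limma's voom on the recovered reads and a fit restricted to 12917 genes that share few reads with an overlapping gene were added. A gene was taken to share reads when an overlapping gene held more than 0.1 times its reads.

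GC content and genomic span were tested by removing a lowess trend from each library, and depth by thinning the recovered reads of every library to 73816178. Gene lists were compared with 10000 random lists of the same size, matched on mean expression. Values were prepared with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9. No library was left out. The value of Ptger1 is not reported here. Sequencing reads, and the other experiments of the paper, were not analysed here.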

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

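The tests without replicate 3, and the share of reads held by overlapping genes for the interaction, were chosen only after the results they bear on had been seen, and the comparison with replicate 1 was added then. Sequencing batches are not given in the labels, and reads from other cell types or organisms were not tested, so that no pattern here is free of every technical explanation.

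The paper does not discuss the BMDMs treated with SL2. In these cells, 1724 of 21548 genes passed between infected and uninfected cultures, 863 raised and 861 lowered. The rule for named genes gives Mir155 (log2 fold change 5.05, shares reads with an overlapping gene and did not pass in 7 of 18 alternatives, the replicate block among them), Csf3 (4.67) and ENSMUSG00000095326 (4.37) as the largest rises, and C5ar1 (-4.40), Mir7649 (-4.27, shares reads with an overlapping gene) and Tlr8 (-4.11) as the largest falls. Of the genes that passed, 1384 also passed in infected cells without SL2, all of them in the same direction, while 340 passed with SL2 alone and 361 without SL2 alone. Passing in 1 comparison and not the other does not show a difference, which the interaction tests below. Among 20965 genes with a GC content, 1667 passed after the trend over GC content was removed and 1665 after that over genomic span, against 1670 before. With all libraries thinned to the smallest depth, 1660 passed against 1670. The share that passed was 8.8% among genes that share few reads and 8% among all. Without replicate 3 of the SL2-treated uninfected cells, which has more ribozyme and miscellaneous RNA than the other replicates, 1638 genes passed, and 1639 without replicate 1. The count changed little in each of these tests. Of the 4 splits of the 6 libraries that part the 3 same-numbered pairs, 1, the real split, gave as many genes, and the largest other count was 0. So few splits cannot by themselves tell the pattern apart from the way the cultures happened to be grouped. The cultures without SL2 are a separate set of 6 libraries, and all 1384 shared genes changed in the same direction there. Pearson's r between both comparisons was 0.884 over 21548 genes. For the shared genes, these values argue against the grouping of the cultures as the cause. A response to infection that SL2 leaves largely in place is consistent with these values and is a hypothesis.

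SL2 alone left 0 genes past both thresholds in uninfected BMDMs, with 7175 of 21548 genes at an unadjusted p below 0.05. At an adjusted p below 0.05 with no fold threshold, an alternative to the main thresholds, 3778 genes differed, 1777 of them raised. After the trend over GC content was removed the count was 4051 and after that over genomic span 3182, against 3716 among genes with a GC content. With thinned libraries 3518 remained of 3715. The share was 18.4% among genes that share few reads against 17.5% among all. The count depended on which culture was left out: it was between 11 and 2907 when each culture was left out in turn, with 305 genes without SL2 replicate 3 and 294 without SL2 replicate 1. Because leaving out replicate 1 cost as many genes, the test of RNA without a poly(A) tail in replicate 3 could not decide. With the replicate number as a block 905 genes remained. Of the 4 splits that part the same-numbered libraries, 1 gave as many genes, the real split, with at most 4 genes in the others. The small changes after SL2 may reflect an effect of SL2, but they cannot be told apart from a difference carried by single cultures or from the grouping of the cultures.

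In infected BMDMs, 2 genes passed between cultures with and without SL2, 1 raised and 1 lowered, with 2454 genes at an unadjusted p below 0.05. Neither has a mean of 1 RPKM. After the trend over GC content was removed 1 gene passed, and after that over genomic span 3. With libraries thinned to the smallest depth, 0 genes passed. That depth is 73816178 reads, from an uninfected culture with SL2, while the libraries compared here had between 91142969 and 109326857. The calls may have been lost with the reads, so that the test cannot decide whether a difference in library depth accounts for them. Of the 2 genes, 1 shares reads with an overlapping gene, and 0.00774% of the genes that share few reads passed, against 0.00928% of all. Without replicate 3 of the infected cells, tested for RNA without a poly(A) tail, 0 genes passed, as without replicate 1. Of the 4 splits of the libraries, 2 gave as many genes: the real split, and a split that gave 4. An effect of SL2 on infected BMDMs is not established by these 2 genes.

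The response to infection differed between cultures with and without SL2 for 3 genes, by the interaction of limma over 12 libraries. ENSMUSG00000043644, a long non-coding RNA gene on chromosome 11 (120348678 to 120351190), had an interaction of 1.03 (standard error 0.10, adjusted p = 0.00638). Its mean was 1.07 RPKM in uninfected and 1.13 in infected BMDMs without SL2, and 0.618 and 1.41 RPKM with SL2. Mir5620 (chromosome 7, 7298891 to 7298946) had an interaction of -2.92 (standard error 0.19, adjusted p = 0.000614), shares reads with an overlapping gene and is listed at 0 RPKM in all 3 uninfected cultures without SL2. Over the alternatives set before the data were examined, its interaction ranged from -6.05 to -0.74, so that its size depends on the setting. Derl3, which encodes a protein of endoplasmic reticulum-associated degradation and lies on chromosome 10 from 75893413 to 75895941, had an interaction of -2.28 (standard error 0.22, adjusted p = 0.00638). Its mean was 0.223 ± 0.0549 RPKM (SD, n = 3) in uninfected BMDMs, 1.83 ± 0.347 with SL2, 0.0824 ± 0.0113 upon infection and 0.122 ± 0.021 with both.

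For the interaction, 3 genes passed after the trend over GC content was removed and 3 after that over genomic span (gene length), against 3 before. In thinned libraries, the test of a difference in library depth, 2 genes remained. The share of genes that passed was 0.0155% among genes that share few reads with overlapping genes and 0.0139% among all. Without replicate 3 of the SL2-treated and of the infected cells, tested for RNA without a poly(A) tail, 7 genes passed, and 3 without replicate 1. Of 100 splits of the 12 libraries that keep 1 library of each number in each group, drawn from 108 and run on values freed of the effects of infection and SL2, 1 gave as many genes, the real split, and the others at most 2. With the replicate number as a block, 1 gene passed, Mir5620, and Derl3 and ENSMUSG00000043644 did not. Over 23 alternatives, Derl3 became weaker in 13 and ENSMUSG00000043644 in 12. A difference between the groups remains a hypothesis for these 2 genes, while the reads listed for Mir5620 could belong to the overlapping gene. Sequencing batch remains untested.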

How the results depend on the processing

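Every alternative in which a gene was tested kept the direction of the 5 genes of the prostanoid pathway. Ptgs2 passed in all of them, with a log2 fold change between 3.63 and 4.21. With a pseudocount of 1 the log2 fold changes of Ptges (0.64), Pla2g12a (0.63), Pla2g2e (0.50) and Pla2g5 (0.38) fell below 1. A pseudocount close to the RPKM of a gene shrinks its fold change, and these genes have a mean between 0.0829 and 0.724 RPKM in uninfected BMDMs. The log2 fold change of Pla2g2e ranged from 0.99 to 1.08 across the 6 fits that each left out 1 culture, below 1 in some of them.

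The number of genes changed by infection (1745) stayed within 1.5 times under the scaling, filter, variance prior, 12-library, replicate block (1637) and leave-one-out alternatives. It was 683 with a pseudocount of 1, 2856 with 0.01 and 12006 at an adjusted p below 0.05 without a fold threshold. In SL2-treated BMDMs (1724) the count was 636 with a pseudocount of 1, 2793 with 0.01, 1147 among genes with at least 1 RPKM in at least 3 of the 12 libraries and 12116 at an adjusted p below 0.05. The replicate block gave 1547. For the alternatives chosen after seeing the data, voom on recovered reads gave 3385 genes for infection and 3272 in SL2-treated BMDMs, and the fit of genes that share few reads gave 1155 and 1147. Apart from the pseudocount, the cause was not tested.

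No gene passed after SL2 alone (0). The number was 2 with a pseudocount of 0.01, 18 with the 45th percentile of the genes above 0, 13 with the filter of 1 RPKM, 18 with all 12 libraries in a single fit and 3778 at an adjusted p below 0.05. It was 0 with the replicate block, and from 0 to 4 across the fits that each left out 1 culture. Chosen after seeing the data, voom gave 45 genes and the fit of genes that share few reads 2. For SL2 in infected BMDMs (2 genes), the number was 0 with a pseudocount of 1, 9 with 0.01, 1 with the 45th percentile of the genes above 0, 0 with the filter of 1 RPKM, 0 with the replicate block and 5 at an adjusted p below 0.05. It went from 0 to 6 across the fits that each left out 1 culture, and was 0 with voom and 1 among genes that share few reads, both chosen after seeing the data. The cause was not tested.

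The interaction of SL2 with infection (3 genes) gave 1 gene with a pseudocount of 1, 6 with 0.01, 5 with the 45th percentile of the genes above 0, 5 with the filter of 1 RPKM, 1 with the replicate block and 344 at an adjusted p below 0.05. Leaving out 1 culture gave from 1 to 5 genes, and voom, chosen after seeing the data, 7. The cause was not tested.

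The variance on the first principal component (66.0%) was 75.6% over the 500 most variable genes and 81.8% with a pseudocount of 1. The log2 fold change of Pla2g4a upon infection, 0.02 with an adjusted p of 0.668, reversed to -0.007 with quantile normalization and is not told apart from 0. Over all alternatives of the results other than the 5 genes, the numbers of changed genes and the variance of the first component, 88 counts moved, 48 values became weaker, 10 became stronger and 810 stayed the same. Leaving out cultures has no value for Pla2r1, which is below the expression filter. The count tables behind the paper's DESeq test were not used here.

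With at least 73816178 reads in every library, depth limited the low genes: Pla2r1 had between 14 and 80 reads per library and Aloxe3 between 21 and 229, and the fold change of Aloxe3 depends on the pseudocount.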

Differences from the paper's values

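The values of the paper were read by eye from the colours of Fig 1A, as the difference between the infected and the uninfected column, and have the error of such a reading. The key of the figure reads log2 fold although both columns are drawn, so that what the colours stand for is not known. Taking the difference between the columns is an assumption. The values read in this way are compared with log2 fold changes on the scale of log2(RPKM + 0.1), which are smaller for genes with a low RPKM. Under this assumption, all 17 genes differed by more than the spread between replicates.

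The paper's value for Ptgs2 is about 4.7 in Fig 1A, read by eye, against 4.12. For Pla2g5 it is about 2.3 in Fig 1A against 1.47. With a pseudocount of 0.01 the value for Pla2g5 was 2.16, within its replicate spread of the paper's. The paper's value is about 1.5 for Ptges in Fig 1A against 1.17, about 1.3 for Pla2g12a in Fig 1A against 1.09, and about 0.87 for Pla2g2e in Fig 1A against 1.04. For Ptges, Pla2g12a, Pla2g2e and Ptgs2, none of the alternatives set before the data were examined closed the gap.

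For Ptgir the paper's value is about 1.5 in Fig 1A, read by eye, against 1.27. That for Ptger3 is about 0.82 in Fig 1A against 0.33, and with a pseudocount of 0.01 the value was 0.83, within the replicate spread of the paper's. For Aloxe3 it is about 1.4 in Fig 1A against 0.61. Among the genes that fell, the paper's value is about -1.5 for Pla2g15 in Fig 1A against -1.24, about -2.3 for Alox5ap in Fig 1A against -1.95, about -1.9 for Tbxas1 in Fig 1A against -1.05, about -1.5 for Pla2g16 in Fig 1A against -1.16 and about -2.1 for Cysltr1 in Fig 1A against -1.47. For Alox5 it is about -1.9 in Fig 1A against -0.71, and -1.95 with a pseudocount of 0.01, within the replicate spread of the paper's. For Ltc4s it is about -0.82 in Fig 1A against -1.89, where a pseudocount of 1 came nearest with -1.01. For Pla2r1 it is about -1.0 in Fig 1A against -0.049. With a pseudocount of 0.01, Aloxe3 (1.74), Pla2g16 (-1.69) and Cysltr1 (-2.32) went past the paper's values, which lie between those with pseudocounts of 0.1 and 0.01. Ptgir, Pla2g15, Alox5ap and Tbxas1 stayed short of the paper's values with it, and Ltc4s moved away. None of the alternatives set before the data were examined that were run for these genes closed the gap for Ptgir, Aloxe3, Pla2g15, Alox5ap, Tbxas1, Pla2g16, Cysltr1 or Ltc4s. For Pla2r1 the fit without an expression filter was the only one of them run, and it did not close the gap.

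Under the same assumption, Ptger4 differs in direction. The paper's heat map then shows lower expression upon infection, about -1.1 in Fig 1A, read by eye, against a log2 fold change of 0.091. None of the alternatives set before the data were examined closed the gap for Ptger4.

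Some values computed without adding a pseudocount to the RPKM came within the replicate spread of the paper's. The log2 ratio of the mean RPKM, computed without scaling and chosen after seeing the values, was 1.28 for Pla2g12a, 2.37 for Pla2g5 and -1.66 for Pla2r1. The coefficient of voom on recovered reads, also chosen after seeing the values, was 2.29 for Pla2g5.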

Other observations

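The tests of the reads of Ttc33, of library depth for ribozyme and miscellaneous RNA, of endotoxin, and of GC content, gene length, depth and other splits for the unfolded protein response genes were chosen only after the results they bear on had been seen. The list of unfolded protein response genes was written after the rise of Derl3 had been seen and before its own values were. For these genes and those induced by lipopolysaccharide, 8 medians of 2 gene lists were examined, and 4 medians of histone genes besides. Percentiles among random lists describe these libraries, since genes are not independent replicates.

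Ptger4 was listed with a mean of 4599 reads in uninfected and 5647 reads in infected BMDMs. The overlapping gene Ttc33, on the other strand, had 2595 and 4662 reads. Taking all reads of Ttc33 off those of Ptger4 left 2004 and 985 reads, between 1804 and 2272 in uninfected and between 814 and 1122 in infected cultures, and a log2 fold change of -1.23. This bounds the effect and cannot decide it, because the reads of Ttc33 outside the 11676 shared bases were taken off too. If the heat map does show a fall of Ptger4, a rise of Ttc33 counted for Ptger4 is a candidate explanation for the missing fall. Counting by strand or by exon would settle it.

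Reads counted for every gene whose span they fall in could tie the fold changes of overlapping genes together. Across genes that overlap on opposite strands, Spearman's rho of the log2 fold changes upon infection was 0.376 (959 pairs), against 0.21 for neighbours on opposite strands that do not overlap (1637 pairs), a difference of 0.165. For pairs whose 3' ends meet it was 0.452 (581 pairs) against 0.161 (851 pairs), and for pairs whose 5' ends meet 0.244 (378 pairs) against 0.272 (786 pairs). The larger value for pairs whose 3' ends meet is consistent with shared reads, while pairs whose 5' ends meet do not show it. Regulation shared by overlapping genes was not tested.

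Derl3 rose after SL2 alone by 2.54 on the log2 scale (adjusted p = 0.0132 from limma), and changed by 0.27 after SL2 in infected BMDMs. A candidate explanation is a response of endoplasmic reticulum stress genes to SL2. In a list of 20 unfolded protein response genes without Derl3, the median log2 fold change after SL2 alone was 0.38, at percentile 100 of 10000 matched random lists. Of the 20 genes, 19 were raised and 16 had an adjusted p below 0.05. After SL2 in infected BMDMs the median was -0.03, at percentile 57.49, and the interaction had a median of -0.51, at percentile 0, with 0 of 20 genes above 0. The directions were the same without scaling and with quantile normalization (0.42 and 0.43 after SL2 alone, -0.54 and -0.53 for the interaction). After the trend over GC content was removed the median after SL2 alone was 0.43, after that over genomic span 0.44, and in thinned libraries 0.37. It stayed between 0.33 and 0.45 with each culture left out in turn. Of the 4 splits of the libraries that part the same-numbered pairs, 1 gave a median as far from 0, the real split, and the largest of the others was 0.20. With 4 splits this cannot be told apart from the grouping of the cultures. An endoplasmic reticulum stress response to SL2 that is not seen in infected cells is therefore a hypothesis, which a separate experiment would have to test.

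Endotoxin in the SL2 preparation could also change many genes by a little. A list of 20 genes induced by lipopolysaccharide had a median log2 fold change of -0.33 after SL2 alone, at percentile 0 of matched random lists, with 1 of 20 genes raised. Upon infection the same list had a median of 0.51, at percentile 100. Under no scaling and quantile normalization the medians were -0.30 and -0.28 after SL2 alone. The list as a whole does not show the rise that endotoxin could give. This is not an exclusion, because the list was not run through other splits or with cultures left out, and Ptgs2 rose after SL2. Of the 3778 genes with an adjusted p below 0.05 after SL2 alone, 76.4% changed in the same direction after SL2 in infected BMDMs. The other splits of the infected libraries gave 78.5%, 25.9% and 76.3%, so that the share does not tell an effect shared with infected cells from the grouping of the cultures.

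The third infected culture had 452 RPM (reads scaled to library size) on ribozyme and miscellaneous RNA genes, against 253 and 208 in the other infected cultures, and the third uninfected culture with SL2 had 270, against 166 and 180. The third infected culture also differed most from its replicates, with a chi-square of 166.69 and 146.2 per degree of freedom, against 24.28 between the other infected cultures. In the other groups too, the pairs with the third culture differed more than the remaining pair: 24.11 and 28.54 against 11.73 with SL2, 33.15 and 35.54 against 11.84 in infected cultures with SL2, and 15.98 and 15.12 against 12.87 in uninfected cultures. A cause shared by cultures of the same number was not tested. Poor selection of poly(A) RNA could raise such reads, and would also raise transcripts of replication-dependent histone genes, which have no poly(A) tail. The median log2 difference of 58 histone genes to the other replicates was 0.25 in the infected culture, at percentile 100, and -0.12 in the culture with SL2, at percentile 0, with the same signs without scaling and with quantile normalization. The lower percentile, 0, goes against poor selection in the culture with SL2, while the infected culture has the raised histone transcripts that poor selection could give. The test is not specific, because the third infected culture with SL2 (0.18, percentile 100) and the third uninfected culture (0.04, percentile 99.65) also had raised histone transcripts without high ribozyme and miscellaneous RNA. By depth, the infected culture ranks 7 of 12, and the culture with SL2 ranks 12, with the lowest depth. Because RPM are already divided by library size, these ranks cannot decide whether depth plays a part in either culture. No biological explanation was tested.

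For infection without SL2, 1745 genes passed. Of the 4 splits of the 6 libraries that part the 3 same-numbered pairs, 1 gave as many genes, the real split, and the others gave at most 4. The remaining splits of the 10 put libraries of the same number together and were not compared.

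Some values concern genes whose products the paper studies by other assays. Upon infection without SL2, the log2 fold change was -0.34 for Il1b (adjusted p = 0.0294 from limma), -0.87 for Il18 (adjusted p = 6e-05) and 1.17 for Il6 (adjusted p = 0.0125). Il18 went from 0.283 to 0.118 RPKM, close to the pseudocount of 0.1, which shrinks its change. The log2 fold change of Il18 ranged from -1.29 to -0.21 over the alternatives set before the data were examined. Il18 passed both thresholds in 2 of 15 alternatives. The result for Il6 became stronger in 4 of 15 alternatives, the replicate block among them. Its log2 fold change was between 0.945 and 1.311 with each culture left out. With SL2, Il6 passed both thresholds upon infection with 1.15 (adjusted p = 0.0072 from limma). Without SL2, Nlrp3 passed both thresholds with 1.24 (1.214 to 1.263 with each culture left out), and was below a 2-fold change at 0.775 with a pseudocount of 1. Ripk2 had 0.55, Ptgs1, which encodes COX1, 0.32, Nlrc4 -0.36, Casp1 -0.12, Anxa2 -0.35 and Tlr4 0.11. Pla2g4a, which encodes cPLA2, had 0.02 (adjusted p = 0.668), while it rose by 0.44 after SL2 alone (adjusted p = 0.014 from limma), changed by -0.41 upon infection with SL2 (adjusted p = 0.00153) and had an interaction of -0.42 (adjusted p = 0.0165). Ptger2 (-0.44) lies inside Gm17173, on the other strand, and shares its reads, and smaller parts of the reads of Il1b and Il18 are shared too. In uninfected BMDMs, Ptgs2 rose after SL2 by 0.97 (adjusted p = 0.0145 from limma), from 1.92 to 3.97 RPKM, higher in 3 of 3 cultures and not past the thresholds, with an interaction of -0.83 (adjusted p = 0.0198).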
